# Inversion of a topological domain leads to restricted changes in its gene expression and affects interdomain communication

**DOI:** 10.1242/dev.200568

**Published:** 2022-05-06

**Authors:** Rafael Galupa, Christel Picard, Nicolas Servant, Elphège P. Nora, Yinxiu Zhan, Joke G. van Bemmel, Fatima El Marjou, Colin Johanneau, Maud Borensztein, Katia Ancelin, Luca Giorgetti, Edith Heard

**Keywords:** TADs, Gene expression, X-inactivation, Xist, Genomic engineering

## Abstract

The interplay between the topological organization of the genome and the regulation of gene expression remains unclear. Depletion of molecular factors (e.g. CTCF) underlying topologically associating domains (TADs) leads to modest alterations in gene expression, whereas genomic rearrangements involving TAD boundaries disrupt normal gene expression and can lead to pathological phenotypes. Here, we targeted the TAD neighboring that of the noncoding transcript *Xist*, which controls X-chromosome inactivation. Inverting 245 kb within the TAD led to expected rearrangement of CTCF-based contacts but revealed heterogeneity in the ‘contact’ potential of different CTCF sites. Expression of most genes therein remained unaffected in mouse embryonic stem cells and during differentiation. Interestingly, expression of *Xist* was ectopically upregulated. The same inversion in mouse embryos led to biased *Xist* expression. Smaller inversions and deletions of CTCF clusters led to similar results: rearrangement of contacts and limited changes in local gene expression, but significant changes in *Xist* expression in embryos. Our study suggests that the wiring of regulatory interactions within a TAD can influence the expression of genes in neighboring TADs, highlighting the existence of mechanisms of inter-TAD communication.

## Abstract (precis)

**Summary:** Using genomic engineering in mouse embryos and embryonic stem cells, expression of *Xist*, which regulates X-inactivation, is found to be sensitive to topological changes in the neighboring TAD.

## INTRODUCTION

The three-dimensional folding of the genome has been increasingly recognized as an essential component for our understanding of gene regulation (Dekker and Mirny, 2016; McCord et al., 2020). Chromosome conformation capture techniques (Denker and de Laat, 2016) have unraveled a complex hierarchy of structural layers that organize mammalian chromosomes, composed of domains of high-frequency contacts (Zhan et al., 2017). At the sub-megabase level, these domains are generally designated topologically associating domains (TADs) (Dixon et al., 2012; Nora et al., 2012) and are well conserved across species and invariant across cell types (Dekker and Heard, 2015). The dynamics of the formation and maintenance of TADs and their boundaries during development and each cell cycle remains under investigation (Szabo et al., 2019) but appears to depend on the interplay between the architectural proteins cohesin and the zinc finger protein CTCF (Fudenberg et al., 2016; Haarhuis et al., 2017; Nora et al., 2017; Rao et al., 2017; Sanborn et al., 2015; Schwarzer et al., 2017; Wutz et al., 2017). Enriched at boundaries between TADs (Dixon et al., 2012; Phillips-Cremins et al., 2013), CTCF is required for chromatin loops observed between CTCF sites and for the organization and insulation of most TADs (Nora et al., 2017). Remarkably, CTCF-mediated contacts mainly occur between CTCF sites in which the CTCF motifs lie in a convergent orientation (Rao et al., 2014; Tang et al., 2015), and the contacts depend on the orientation of the motifs: altering the orientation of a CTCF site can disrupt a loop and lead to the formation of new ones (de Wit et al., 2015; Guo et al., 2015; Sanborn et al., 2015).

TADs are thought to instruct gene regulatory landscapes, allowing promoters and their regulatory elements to meet often and lead to a more efficient transcriptional output (Symmons et al., 2016). Accordingly, TADs represent the folding scale at which promoter-enhancer interactions and gene co-regulation are maximized (Zhan et al., 2017). The communication between promoters and enhancers is generally assumed to rely on chromatin looping, and long-range contacts within TADs can be dynamic during processes that involve rewiring of the regulatory networks, such as differentiation (Dixon et al., 2015). However, the interplay between such topological organization and the regulation of gene expression remains unclear. Loss of TADs upon depletion of CTCF or cohesin leads to relatively small effects on gene expression (Nora et al., 2017; Rao et al., 2017; Schwarzer et al., 2017; Wutz et al., 2017), and genomic rearrangements involving mammalian TADs and their boundaries can have either very modest effects (Amândio et al., 2020; Despang et al., 2019; Paliou et al., 2019; Rodríguez-Carballo et al., 2017; Williamson et al., 2019) or disrupt normal gene expression and underlie pathological phenotypes (Flavahan et al., 2016; Franke et al., 2016; Hnisz et al., 2016; Lupiáñez et al., 2015).

Here, we explored the relationship between TAD organization and transcriptional regulation in a crucial developmental regulatory landscape, the mouse X-inactivation center (*Xic*). The *Xic* is the master regulator of the initiation of X-chromosome inactivation in female placental mammals (Augui et al., 2011; Rastan and Brown, 1990), harboring the noncoding RNA *Xist* locus and the regulatory elements necessary for its female-specific developmental control. *Xist* is repressed in mouse embryonic stem cells (mESCs) and becomes upregulated from one of the two X-chromosomes in females upon exit of the pluripotent state, leading to random X-inactivation. This upregulation depends on the *Xist cis*-regulatory landscape (Heard et al., 1999), the full extent of which is still undefined; however, it is partitioned in at least two TADs, with the *Xist* locus lying close to the boundary between them (Fig. 1A) (Nora et al., 2012). The TAD in which the *Xist* promoter is included (referred to here as the Xist-TAD) contains some *Xist*-positive regulators (Augui et al., 2007; Barakat et al., 2011, 2014; Furlan et al., 2018; Gontan et al., 2012; Jonkers et al., 2009; Tian et al., 2010), whereas the adjacent TAD (referred to here as the Tsix-TAD) contains the promoter of *Tsix*, the antisense transcription unit to *Xist* that blocks its upregulation (Lee and Lu, 1999; Luikenhuis et al., 2001; Stavropoulos et al., 2001), as well as other elements that act as a *cis*-repressor of *Xist* [such as *Linx* and *Xite* (*Rr18*); see below].

**Fig. 1.**
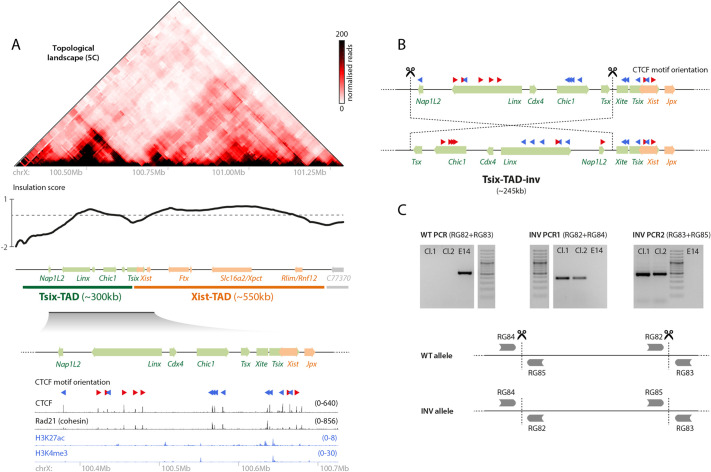
**Strategy for inverting almost the entire Tsix-TAD.** (A) Topological organization of the *Xic* (top) and chromatin ChIP-seq profiles (bottom; see Materials and Methods for sources); the *Xist*/*Tsix* locus lies at the boundary between two TADs. The red and blue arrowheads indicate the orientation of the CTCF motif (orientated left or right, respectively). (B) Targeting strategy for inverting the ∼245 kb region comprising most of the Tsix-TAD, except *Tsix* and its known regulator *Xite*, and leaving the boundaries intact. (C) PCR strategy (bottom) and gel results (top) for detecting the inversion events. E14 is the wild-type (WT) parental cell line. Cl.1 and Cl.2 are the two clones that were generated and analyzed throughout the study.

To investigate how the topological organization of the Tsix-TAD impacts the regulation of genes both therein and in the neighboring Xist-TAD, we generated a mutant allele in mESCs and in mice with an inversion of almost the entire Tsix-TAD (245 kb out of 300 kb). We found that rewiring the Tsix-TAD structural landscape led to the formation of new chromatin contacts within the TAD, generally following the folding principles determined by the orientations of CTCF motifs. These topological alterations were accompanied by changes in gene expression of two out of seven genes within the TAD in differentiating mESCs. Interestingly, we found that the expression of *Xist* in the neighboring TAD was ectopically upregulated, suggesting that inter-TAD communication was affected.

## RESULTS

### Generating a genomic inversion encompassing the Tsix-TAD (245 kb-INV)

The Tsix-TAD harbors three hotspots of physical contacts (Fig. 1A), involving three different loci: (1) the *Xite* element, a proximal enhancer of *Tsix* (Ogawa and Lee, 2003), also involved in the position and insulation of the boundary between the Tsix- and Xist-TADs (van Bemmel et al., 2019); (2) the noncoding *Linx* locus, which harbors two *cis*-regulatory elements involved in controlling *Xist* expression (Galupa et al., 2020); and (3) *Chic1*, previously implicated in the maintenance of the organization of the Tsix-TAD (Giorgetti et al., 2014). Each of these loci harbors a set of CTCF sites involved in mediating the observed physical contacts and, within each locus, most CTCF motifs present the same orientation (Fig. 1A). Sites within *Linx* are ‘convergently oriented’ toward those within *Chic1* or *Xite*, the preferred orientation to form chromatin loops (Rao et al., 2014; Tang et al., 2015). Contacts between *Chic1* and *Xite* (the CTCF motifs of which occur in a ‘tandem’) are also observed (Fig. 1A). The contacts between these three loci might occur in pairwise fashion and/or simultaneously; physical modeling suggests that all conformations are possible (Giorgetti et al., 2014) and deletions of the CTCF-binding sites in either *Xite* (van Bemmel et al., 2019) or *Linx* (Galupa et al., 2020) show that contacts between the two remaining loci still occur.

We investigated whether this complex topological organization might be crucial for correct communication between the surrounding *cis*-regulatory elements (such as those within *Xite* and *Linx*) and their targets, therefore ensuring appropriate gene expression of *Tsix* and *Xist* and correct patterns of X-inactivation. Using a CRISPR/Cas9 editing approach in male mESCs, which carry a single X chromosome, we targeted a ∼245 kb region encompassing all loci within the Tsix-TAD, including the CTCF clusters within *Linx* and *Chic1*, but excluding *Xite* and *Tsix* (Fig. 1B). We decided not to include *Xite* in the inversion because: (1) *Xite* is already known to influence *Xist* expression (via *Tsix*); and (2) if *Xite* was inverted along with the rest of the TAD, the relative CTCF orientations between *Xite*, *Linx* and *Chic1* would not have changed. The targeted region does not involve either of the two boundaries of the TAD. 

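The guide RNAs used for the inversion were placed on the mm9 reference sequence of the X chromosome. CR32 (CTGAGCTGGTTCATACAGGT) matched the forward strand from 100377312 to 100377331, and CR30 (ACTGGTTCAGCCACTCACCG) matched the reverse strand from 100622014 to 100622033. Both sites are intergenic in the gene annotation used here, and the interval between the Cas9 cleavage positions is 244688 bp long. The annotated genes 4930519F16Rik, Nap1l2, Cdx4, Chic1 and Tsx lie inside it, whereas Tsix and Xist lie to its right. The rearrangement was checked in the 5C counts of the mutant clones, as the log2 ratio of the contacts that the sequence left of the inversion makes with its neighbor after inversion to those with its neighbor in the reference. This ratio was 0.63 ± 0.32 (SD, n = 2 clones) for 245 kb-INV and -3.16 ± 0.39 (SD, n = 6 libraries) for the other alleles. The intervals of this check were chosen after the data had been examined.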

We successfully generated two clones harboring an inversion allele (245 kb-INV) (Fig. 1C). This genomic inversion swaps the orientations of all CTCF motifs therein relative to those outside of the inverted region, in particular for *Linx* and *Chic1* (Fig. 1B) and, therefore, is expected to lead to the formation of new contacts within the TAD.

### 245 kb-INV leads to rearrangement of contacts within the TAD and increased insulation with neighboring TAD

To assess the topological organization of the 245 kb-INV allele, we performed carbon-copy chromosome conformation capture (5C) on the *Xic* (Dostie et al., 2006; Nora et al., 2012) for mutant and control mESCs (Fig. 2A). 

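The 5C method ligates fragments of crosslinked chromatin that lie close in the nucleus, and counts the ligation products with pairs of forward and reverse primers. The libraries analysed here come from undifferentiated male mESCs with 4 alleles, 245 kb-INV, Linx-51 kb-INV, Chic1-4 kbΔ and Chic1-14 kbΔ, with 2 libraries per allele. They are independent clones, except for Chic1-14 kbΔ, where they are replicates of 1 clone. The tests count these replicates as separate libraries, so they do not measure the spread between clones of that allele. The wild-type 5C data were not analysed here, so each inversion was compared with the Chic1 deletion alleles, which keep Linx in its wild-type position and orientation but have lost Chic1 CTCF sites themselves. The authors aligned the reads to all primer pairs and deposited the raw count of each pair, before discarding inefficient primers, pooling, binning or normalization. The total count was 16874785 and 20934189 for 245 kb-INV, 11510727 and 13777885 for Linx-51 kb-INV, 10517045 and 8184318 for Chic1-4 kbΔ, and 21046109 and 1614282 for Chic1-14 kbΔ. The reads carry no molecular identifiers, so they are not independent molecules. On the X chromosome, 511 forward and 528 reverse primers cover HindIII fragments between 98831149 and 103425147 (mm9). Primers with a summed count below 0.1 or above 10 times the median of their type were left out. Counts were then summed over the primer pairs that join a pair of regions. Each sum was compared with the count expected from the library's distance decay, after positions were corrected for the inversion or the deletion. Fragments that overlap the interval deleted in Chic1-14 kbΔ were left out of the sums in every allele. According to the paper that interval holds all Chic1 CTCF sites, so values of Chic1 are those of the sequence around them. Differences between alleles were tested with the quasi-likelihood test of edgeR over all 8 libraries, with Benjamini-Hochberg adjustment over the 14 region pairs of a comparison. The titles of the libraries carry prefixes whose meaning the labels do not state and that were treated as possible batches. Linx-51 kb-INV and Chic1-4 kbΔ share a prefix, whereas those of 245 kb-INV hold no other allele. The prefixes of Chic1-14 kbΔ, B101 and B102, can also be read as the clone B10 with a replicate number, so the batch of these libraries is not known. For 245 kb-INV and for Chic1-14 kbΔ batch and allele thus cannot be told apart.

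**Figure D1:**
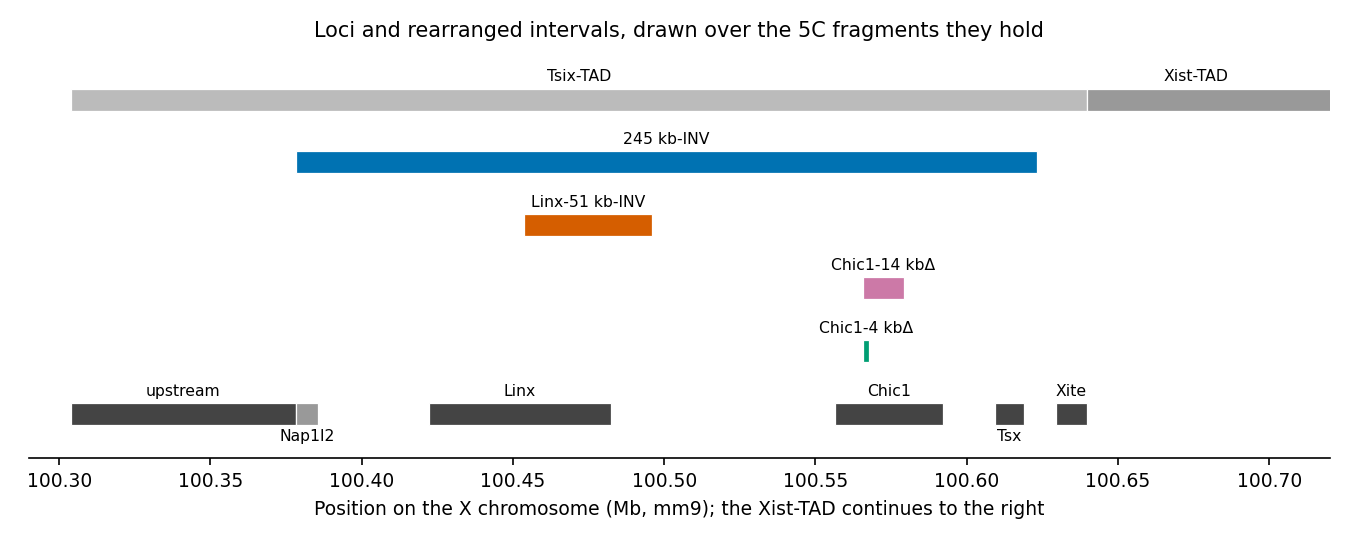
Map of the loci compared and of the rearranged intervals on the X chromosome (position in Mb, mm9, reference order). Each bar spans the 5C fragments assigned to the locus or interval. Linx spans 100422117 to 100482454, Chic1 100556398 to 100592173 and Xite 100629520 to 100639613. Chic1 was summed without the fragments that overlap the interval deleted in Chic1-14 kbΔ.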

5C analysis revealed that three hotspots of contacts can still be observed in the Tsix-TAD on the 245 kb-INV allele (Fig. 2B; please note that the 5C map is shown after ‘correction’ of the new genomic sequences in the inverted allele). These involve the same three loci as in control cells: in its new position, the *Chic1* CTCF cluster is able to establish contacts with *Linx* and with *Xite* (Fig. 2B); *Linx* and *Xite*, with CTCF sites in ‘tandem’ orientation in the 245 kb-INV allele, also interact (as *Chic1* and *Xite* do in control cells) (Fig. 2B). Therefore, inverting the *Linx* and *Chic1* CTCF clusters simultaneously appears to lead to new but similar hotspots of physical contacts within the Tsix-TAD compared with control. This might have been expected given that the overall distribution and orientation of CTCF sites within the TAD remain similar between the wild-type and the inverted alleles (Fig. 1B). 

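On the 245 kb-INV allele, all 3 pairs of loci were in contact more often than their corrected distance predicts. Chic1 stands here for its fragments outside the interval deleted in Chic1-14 kbΔ, so its CTCF sites were not summed. The log2 ratio of observed to expected counts was 1.61 ± 0.071 (SD, n = 2 clones) for Linx and Chic1, over 54 primer pairs. It was 1.96 ± 0.24 (SD, n = 2) for Chic1 and Xite over 12 primer pairs, and 1.86 ± 0.19 (SD, n = 2) for Linx and Xite over 22 primer pairs. The ratios of Chic1 and Xite and of Linx and Xite differed by less than the spread between clones, whereas the ratio of Linx and Chic1 was lower in each clone than the ratios of the other pairs in either clone. Without the primer filter, which was the alternative that moved these ratios most relative to their spread, Linx and Chic1 were at 1.52. Relative to the Chic1 deletion alleles, contacts between Linx and Xite were lower, with a log2 fold change of -1.07 (standard error 0.16, adjusted p = 0.000219). Contacts between Chic1 and Xite were higher by 0.80 (standard error 0.12, adjusted p = 0.000222), and those between Linx and Chic1 by 0.27 (standard error 0.080, adjusted p = 0.0123). For Chic1 and Xite the direction was the opposite with library size (-0.88, adjusted p = 0.00120) or reference coordinates (-0.83, adjusted p = 0.000162), which ignore that the inversion changes the distance. For Linx and Chic1 the difference was not distinguishable with library size (0.17, adjusted p = 0.329), and in comparisons chosen after seeing the data it was 0.57 against Chic1-14 kbΔ alone (adjusted p = 0.000245) but had the opposite sign, not past the threshold, against Chic1-4 kbΔ alone. In the deletion alleles the Linx and Xite ratio was 2.87 ± 0.24 (SD, n = 2 clones) for Chic1-4 kbΔ and 2.98 ± 0.34 (SD, n = 2 replicates) for Chic1-14 kbΔ, and these alleles lack Chic1 CTCF sites.

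**Figure D2:**
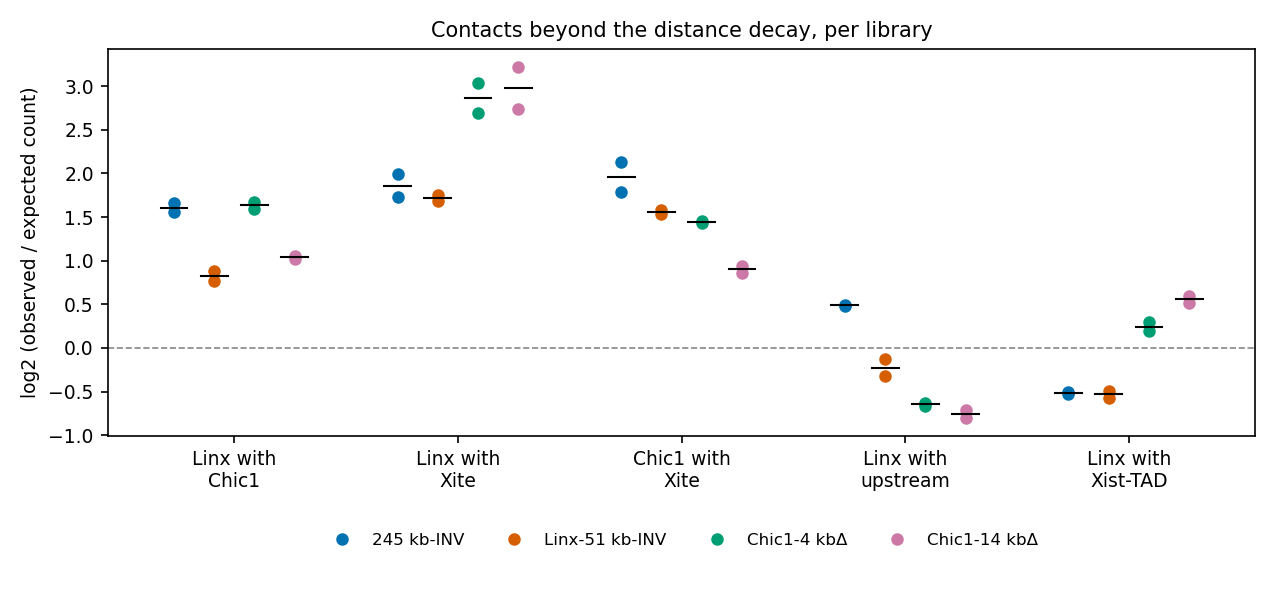
Log2 ratio of observed to expected counts (y axis) for 5 pairs of regions (x axis), with a point per library and a line at the mean of the 2 libraries of each allele. Linx and Xite are highest in the deletion alleles, whereas contacts of Linx with the upstream region are above 0 in 245 kb-INV only.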

In other words, the *Chic1* CTCF cluster on the inverted allele occupies an equivalent position to *Linx* on the wild-type allele, and vice versa. Therefore, the 245 kb inversion can lead to the formation of similar loops within the Tsix-TAD compared with the wild type, although involving different *cis*-regulatory elements.

**Fig. 2.**
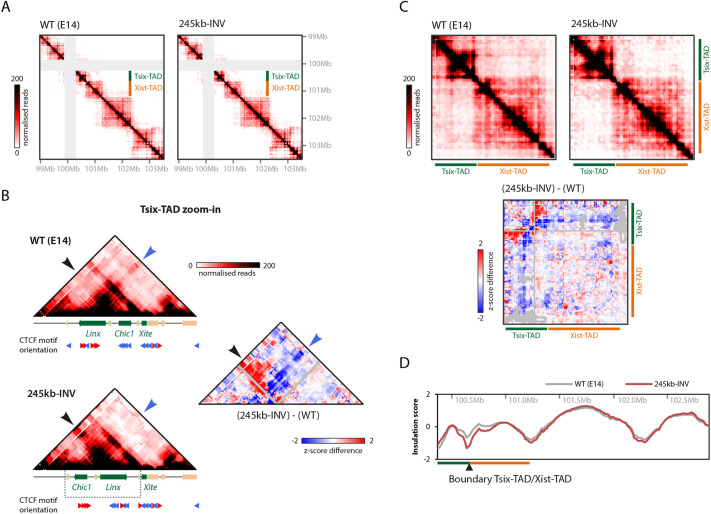
**Rearrangement of contacts within the TAD and increased insulation with neighboring TAD following 245** **kb intra-TAD inversion.** (A) 5C profiles of wild-type (WT; two replicates pooled) and 245 kb-INV mutant (two clones pooled) mESCs. The mutant map is corrected for inversion and gray pixels represent filtered contacts (see Materials and Methods). (B) Detailed view of the Tsix-TAD. The small red and blue arrowheads indicate the orientation of the CTCF motif (orientated left and right, respectively). The large black and large blue arrowheads indicate specific contacts that are gained or lost in the mutant, respectively (more details in the text). Gray pixels represent filtered contacts. (C) View of the Tsix- and Xist-TADs, and differential map representing the subtraction of *z*-scores calculated for WT and 245kb INV mutant maps separately. Gray pixels represent filtered contacts. (D) Insulation scores across the *Xic* TADs and downstream TADs based on 5C profiles for WT and 245 kb-INV mutant mESCs. The ‘troughs’ represent TAD boundaries.

Nevertheless, we also noticed some significant differences in the topology of the ‘inverted’ Tsix-TAD. 

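The region upstream of the inversion was taken from 100303826 to 100378305 (mm9), and 76 primer pairs join it to Linx. On the 245 kb-INV allele the log2 ratio of observed to expected counts of these pairs was 0.49 ± 0.0087 (SD, n = 2 clones). It was -0.64 ± 0.022 (SD, n = 2) in Chic1-4 kbΔ and -0.76 ± 0.064 (SD, n = 2) in Chic1-14 kbΔ. The log2 fold change against the deletion alleles was 1.19 (standard error 0.10, adjusted p = 2.94e-06 from the edgeR test), larger than the spread between libraries. With the library size alone as the reference, which ignores that the inversion changes the distance, the log2 fold change was 0.36 (adjusted p = 0.105). Contacts of Chic1 with the same upstream region were not distinguishable between 245 kb-INV and the deletion alleles, with a log2 fold change of 0.24 (standard error 0.20, adjusted p = 0.300). This depended on the comparison and the reference. The log2 fold change was 0.63 against Chic1-14 kbΔ alone (adjusted p = 0.0303) and -0.14 against Chic1-4 kbΔ alone (adjusted p = 0.638), comparisons chosen after seeing the data. It was 0.43 without the Chic1-14 kbΔ replicate B101 (adjusted p = 0.0566), and 1.65 with library size as the reference (adjusted p = 4.41e-05).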

Increased contacts were observed upstream of the inverted region, corresponding to contacts stemming from the *Linx* CTCF cluster in its new position (Fig. 2B, bottom, black arrow, red region in the differential map; this region shows no particular chromatin signatures, such as CTCF-binding or active chromatin marks). This suggests a different ‘strength’ for the *Linx* and *Chic1* CTCF clusters: in the inverted allele, the *Linx* CTCF cluster strongly interacts with regions upstream of *Chic1* (Fig. 2B, bottom, black arrow), whereas, in the wild-type configuration, the *Chic1* CTCF cluster does not form such strong contacts with regions upstream of *Linx* (Fig. 2B, top, black arrow). Conversely, we also observed a strong localized reduction in contacts (Fig. 2B, differential map, blue arrow) associated with the switch in positions between *Linx* and *Chic1*: the *Linx* CTCF cluster at its original position was able to form long-range contacts beyond *Chic1* and *Xite*, namely with elements within the Xist-TAD (Fig. 2B, top, blue arrow). These contacts were lost (or strongly reduced) in the 245 kb-INV cells (Fig. 2B, bottom and differential map, blue arrows), indicating that the *Chic1* CTCF cluster did not establish long-range contacts with the Xist-TAD when placed in the *Linx* CTCF cluster position. 

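Between Linx and the Xist-TAD, 1163 primer pairs were summed. On the 245 kb-INV allele their log2 ratio of observed to expected counts was -0.52 ± 0.020 (SD, n = 2 clones). The log2 fold change against the Chic1 deletion alleles was -0.92 (standard error 0.066, adjusted p = 1.15e-06 from the edgeR test), and both 245 kb-INV clones were below all 4 deletion libraries. In comparisons chosen after seeing the data, the log2 fold change was -0.76 against Chic1-4 kbΔ alone and -1.07 against Chic1-14 kbΔ alone. No other allele shares a library prefix with 245 kb-INV, so no value within a batch can be given. Contacts between Chic1 and the Xist-TAD on the 245 kb-INV allele had a ratio of -0.29 ± 0.040 (SD, n = 2) over 541 primer pairs, below the distance expectation. They were above those of Linx-51 kb-INV, where Chic1 is in its wild-type position, with a log2 fold change of 0.26 (standard error 0.096, adjusted p = 0.0370). This difference had the opposite sign with the library size alone as the reference (-0.28, not past the threshold) and with reference coordinates (-0.38, adjusted p = 0.00489). Against the deletion alleles, contacts of Chic1 with the Xist-TAD were higher as well, by 0.50 (standard error 0.082, adjusted p = 0.000240), and by 0.32 against Chic1-4 kbΔ alone (adjusted p = 0.0155). With library size (-0.22) and with reference coordinates (-0.17) the sign against both deletion alleles was the opposite, and neither value passed the threshold. From the lost contacts of Linx, the paper infers that the Chic1 cluster, in the Linx position, did not contact the Xist-TAD over this distance. The Chic1 values above leave out the fragments of that cluster, so they do not test this. The paper also proposes that the Linx cluster has the stronger potential to form contacts.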

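The loss was also measured over the whole inverted interval, apart from the Chic1 fragments left out, and the whole Xist-TAD. These are joined by 4494 primer pairs. The log2 fold change of 245 kb-INV against the Chic1 deletion alleles was -0.28 (standard error 0.046, adjusted p = 0.000240 from the edgeR test). Contacts inside the Xist-TAD were not distinguishable between these alleles (log2 fold change -0.05, standard error 0.038, adjusted p = 0.300), although they were called without the Chic1-14 kbΔ replicate B101 (-0.0763, adjusted p = 0.0184). Contacts between the Xist-TAD and the next TAD, which served as a control, were not distinguishable either (log2 fold change 0.06, standard error 0.054, adjusted p = 0.329), but this averages opposite differences. The log2 fold change was 0.25 against Chic1-14 kbΔ alone (adjusted p = 0.00429) and -0.13 against Chic1-4 kbΔ alone (adjusted p = 0.0985), comparisons also chosen after seeing the data. Of the 14 region pairs, 8 differed between 245 kb-INV and the deletion alleles at an adjusted p below 0.05, 5 of them higher and 3 lower. At the resolution of single primer pairs, 741 of the 110019 pairs tested passed the same threshold, 609 higher and 132 lower. The lower ones fell to 78 without the Chic1-14 kbΔ replicate B102 and to 85 without the Chic1-4 kbΔ clone 88-12. DESeq2 called 1893, of which 560 were higher and 1333 lower, but on simulated counts 90.7% of its calls on primer pairs were false, against 15.7% for edgeR. The lower pair with the smallest p joins fragments on either side of the left breakpoint, 100372060 to 100373186 and 100378306 to 100378647. Its counts were 146 and 70 in the 245 kb-INV clones and between 661 and 3912 in the deletion libraries. The higher pair with the smallest p (101035461 to 101037206 with 102516955 to 102520245) lies outside the Tsix-TAD and was nearly empty in both Chic1-14 kbΔ libraries only, with counts of 34 and 0.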

In fact, this loss of contacts across the boundary extended along the whole Xist-TAD (Fig. 2C). Again, this suggests a stronger potential for the *Linx* CTCF cluster to form contacts compared with the *Chic1* CTCF cluster.

We also evaluated the extent to which these topological changes had an impact on the overall insulation of the TADs. 

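An insulation score was computed for each library from maps binned with the running median of the paper, as the log2 ratio of the mean contact across each position, in a square of 200 kb, to the mean over the map. The lowest score at the boundary between the Tsix-TAD and the Xist-TAD was -1.42 and -1.96 in the 245 kb-INV clones (mean -1.69 ± 0.38, SD, n = 2). It was -1.01 and -1.20 in the Chic1-4 kbΔ clones and -0.76 and -1.04 in the Chic1-14 kbΔ replicates. The difference of -0.69 between 245 kb-INV and the deletion alleles has p = 0.0667 in a two-sided exact permutation test, the smallest p that 2 against 4 libraries allow, so the test could not reach 0.05. A square of 100 kb moved this difference most, to -0.29, and a square of 300 kb gave -1.05. The running mean gave -0.34. Without clone RGE4 the difference was -0.42. In each allele the library with the smaller share of primer pairs with a count had the lower score, here and at the next boundary. This share was 33.8% in RGE4 and 40.3% in RGE3. Scores of single libraries may thus depend on how sparse the library is. The sparse deletion libraries 88-12 (32.9%) and B102 (31.2%) still scored above both 245 kb-INV clones. At the next boundary along the map the scores were -1.33 ± 0.25 (SD, n = 2) for 245 kb-INV, -1.28 ± 0.15 (SD, n = 2) for Chic1-4 kbΔ and -1.32 ± 0.25 (SD, n = 2) for Chic1-14 kbΔ, which differ by less than the spread between libraries.

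**Figure D3:**
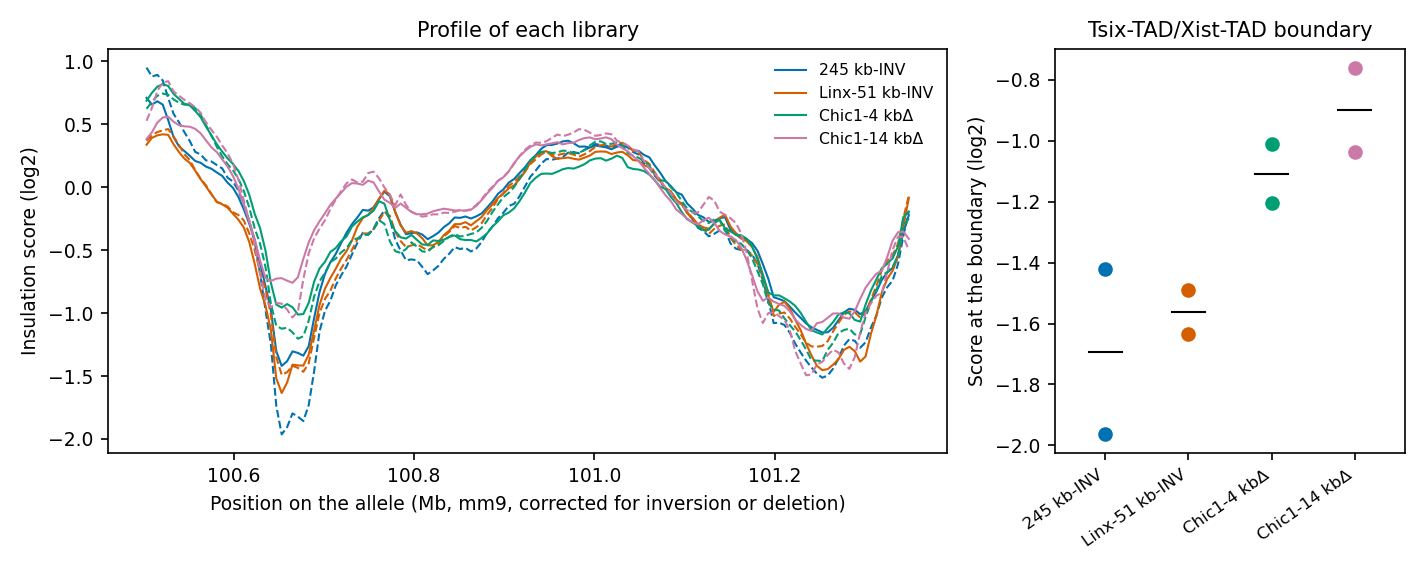
Insulation score (log2) along the allele for each library, with the second library of an allele dashed, and the score of each library at the Tsix-TAD/Xist-TAD boundary with a line at the mean of 2 libraries. At that boundary the inversion libraries lie between -1.96 and -1.42, and the deletion libraries between -1.20 and -0.76.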

Insulation score analysis (see Materials and Methods) revealed a clear gain of insulation across the boundary between the Tsix-TAD and the Xist-TAD (Fig. 2D; lower insulation scores are reflective of increased insulation). The loss of *Linx*-mediated contacts across the boundary probably accounts, at least partially, for this increased insulation between the TADs. In summary, the 245 kb inversion repositions CTCF clusters within the Tsix-TAD, leading to reconfiguration of specific intra- and inter-TAD contacts accompanied by stronger insulation with the neighboring Xist-TAD.

### 245 kb-INV leads to gene expression changes within the Tsix-TAD and across the boundary

We next set out to determine whether similar interaction patterns, but different wiring of sequences within the Tsix-TAD, led to any transcriptional changes. To this end, we profiled transcript levels across the *Xic* using digital gene expression analysis (NanoString) (Geiss et al., 2008) in control and mutant cells in the pluripotent state (d0) and during early differentiation (d0.5-d2.5) (Fig. 3A). Expression of most genes within the Tsix-TAD and the Xist-TAD was unaffected in 245 kb-INV cells (Fig. 3B), including that of the three loci involved in the topological alterations: *Linx*, *Chic1* and *Xite*. This suggests no or limited effect of the structural alterations on the transcriptional regulation of these loci. Expression of *Tsix* was significantly reduced in mutant cells in the pluripotent state (d0) (Fig. 3B), but this effect did not persist consistently during differentiation. The deletion of the same region that we inverted here also led to downregulation of *Tsix* in mESCs (Galupa et al., 2020); together with the current data, this suggests that the region contains important sequences for *Tsix* regulation, that this regulation depends on the orientation of the region as a whole and might also depend on the orientation of individual regulatory sequences.

**Fig. 3.**
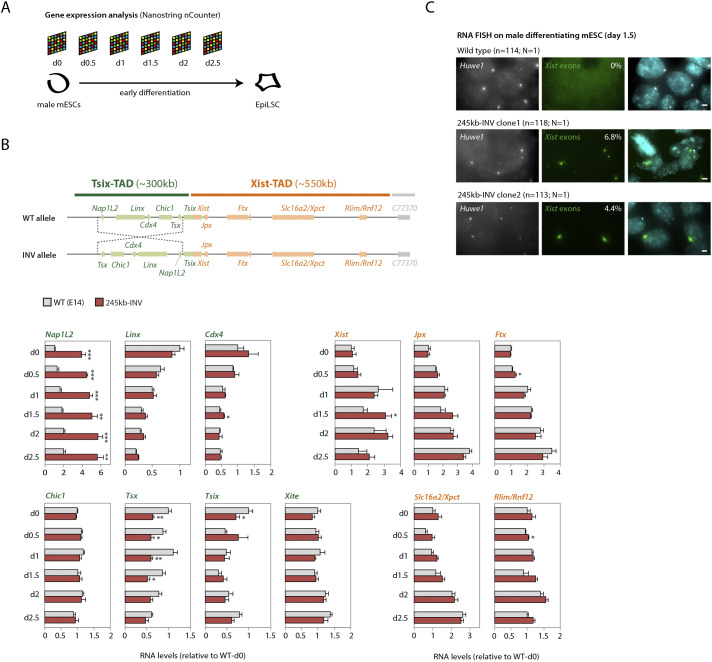
**Inversion leads to transcriptional changes of specific genes within the TAD and of *Xist* across the TAD boundary.** (A) Schematic of the mESC-to-epiblast-like stem cell (EpiLSC) differentiation and time points analyzed by Nanostring nCounter (see Materials and Methods). (B) Gene expression analysis during differentiation (d0-d2.5). Data are normalized to wt-d0 for each gene, and represent the mean±s.d. of two biological replicates (wild type) or of two independent clones (mutant). Data were analyzed with a two-tailed paired Student's *t*-test (*P<0.05; **P<0.01; ***P<0.001). (C) RNA FISH for *Huwe1* (X-linked gene outside of the *Xic*) and *Xist* (exonic probe) on mESCs differentiated to d1.5. The percentage of cells with *Xist* RNA accumulation is indicated and represents the mean from two independent experiments, where *N* indicates the number of experiments and *n* indicates the number of nuclei counted. Scale bars: 2 µm.

However, we did notice consistent changes during differentiation in mutant cells for two genes within the Tsix-TAD: *Nap1l2*, which was significantly upregulated at all time points (Fig. 3B) and *Tsx*, which was significantly downregulated (Fig. 3B). Interestingly, both genes lie at the extremities of the inverted region, and switch their relative positions in the TAD between the wild-type and mutant configurations. It is likely that changes in their gene expression are associated with altered proximity to the *Xite* enhancer element. Given that deletion of *Xite* leads to downregulation of *Tsx* (van Bemmel et al., 2019), moving *Tsx* away from *Xite* on the 245 kb-INV allele could lead to its observed downregulation. Conversely, the increased linear proximity of *Nap1l2* to *Xite* could underlie *Nap1l2* upregulation. 

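Between Xite and Tsx, 6 primer pairs were summed, and 8 between Xite and Nap1l2. In counts scaled to the library size (CPM) per primer pair, Xite and Tsx were at 12.8 ± 3.61 (SD, n = 2 clones) on the 245 kb-INV allele, 65.6 ± 4.42 (SD, n = 2) in Chic1-4 kbΔ and 62.4 ± 0.239 (SD, n = 2) in Chic1-14 kbΔ. Xite and Nap1l2 were at 88.8 ± 11.7 (SD, n = 2) on the 245 kb-INV allele, 9.68 ± 0.293 (SD, n = 2) in Chic1-4 kbΔ and 12.9 ± 1.92 (SD, n = 2) in Chic1-14 kbΔ. With library size alone as the reference, the log2 fold changes against the deletion alleles were -2.32 for Xite and Tsx (adjusted p = 5.14e-07 from the edgeR test) and 2.99 for Xite and Nap1l2 (adjusted p = 4.26e-09). Once the distance between the elements on each allele was accounted for, both directions changed. Xite and Tsx were then 1.03 higher on the log2 scale (standard error 0.16, adjusted p = 0.000240), and Xite and Nap1l2 were at -0.48 (standard error 0.20, adjusted p = 0.0546), just short of the threshold. This value passed it with a stricter primer filter (adjusted p = 0.0201), when only the libraries of these alleles were fitted (adjusted p = 0.0440), without the Chic1-14 kbΔ replicate B101 (-0.62, adjusted p = 0.0131) and against Chic1-14 kbΔ alone (-0.54, adjusted p = 0.0445), and had the opposite sign, not past the threshold, with Xite as the viewpoint fragment (0.22).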

Changes in interaction frequencies between *Xite* and these two elements in the 245 kb-INV allele support this hypothesis, because they reflect the changes in their genomic distances (increased for *Xite-Nap1l2* and decreased for *Xite-Tsx*, compared with control; Fig. S1).

We also observed changes in expression of *Xist*, the long noncoding RNA locus that is regulated by the *Xic* to trigger the initiation of X-chromosome inactivation. Normally very low in male cells, *Xist* expression was slightly upregulated in the mutants at later differentiation time points (∼twofold at d1.5; Fig. 3B). In female cells undergoing X-inactivation, upregulation of *Xist* is accompanied by local accumulation of its RNA in *cis*, forming a so-called ‘Xist cloud’, which can readily be detected by RNA fluorescence *in situ* hybridization (FISH) (Augui et al., 2011). RNA FISH revealed the formation of *Xist* clouds in ∼4-7% of mutant male cells upon differentiation, which was never observed in wild-type male cells (Fig. 3C). Thus, the inversion of 245 kb within the Tsix-TAD leads to ectopic expression of *Xist*, the promoter of which is located in the neighboring TAD.

### Female embryos with a 245 kb-INV allele show higher *Xist* allelic imbalance

Given the impact of the 245 kb inversion on *Xist* expression in male cells, we investigated whether this was also the case in female embryos at post-implantation stages, when random X-inactivation is known to have already occurred (Rastan, 1982). To this end, we generated an equivalent 245 kb-INV allele in mice (see Materials and Methods) and collected post-implantation heterozygous embryos. These embryos were derived from crosses between polymorphic mouse strains (Fig. 4A,D), which allowed us to distinguish the allelic origin of transcripts. Analysis of RNA allelic ratios for *Atp7a*, an X-linked gene, revealed no preferential gene silencing for one or the other allele (Fig. 4B,E).

**Fig. 4.**
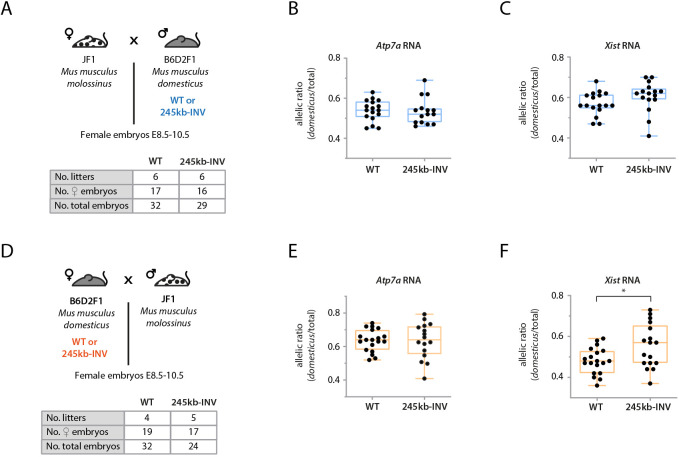
**Female embryos with the 245** **kb-INV allele show a bias in *Xist* expression.** (A,D) Crosses used for the analysis of RNA allelic ratios in female hybrid embryos inheriting the *Mus musculus domesticus* allele either paternally (A; blue) or maternally (D; red). Tables summarize the number of embryos collected. (B,C,E,F) RNA allelic ratios for the X-linked gene *Atp7a* (B,E) and *Xist* (C,F). Each black dot corresponds to a single female embryo. Box-and-whisker plots indicate median, interquartile range and min/max values, respectively, with blue and red plots indicating paternally or maternally inherited alleles, respectively. Data were analyzed using the Mann–Whitney U test (*P<0.05).

However, analysis of *Xist* RNA allelic ratios between mutant and control embryos showed slightly higher *Xist* allelic ratios in the mutant embryos, regardless of whether the mutant allele was inherited paternally (Fig. 4C) or maternally (Fig. 4F); this increase was statistically significant for maternal transmission (*P*<0.05). These results are consistent with the upregulation of *Xist* that we observed in mutant cells (Fig. 3B,C). Thus, the 245 kb inversion leads to higher *Xist* levels in *cis*, but this does not result in skewed patterns of X-inactivation. Of note, litter size appeared to be reduced upon maternal transmission of the 245 kb-INV allele, with a skewed sex ratio (71% females in 245 kb-INV versus 59% in control), suggesting that the inversion may have more phenotypic consequences.

### Mutating clusters of CTCF sites within *Linx* and *Chic1* lead to changes in *Xist* expression

To further explore the link between the topological organization of the Tsix-TAD and *Xist* regulation, we generated alleles with deletions and/or inversions of the clusters of CTCF sites within *Linx* and within *Chic1*. We previously deleted a large intronic interval containing three *Linx* CTCF sites from male ESCs (∼51 kb) and from mice (∼25 kb) (Galupa et al., 2020), which led to some alterations in the topological organization of the two *Xic* TADs but no changes in *Xist* expression in female embryos. Thus, we tested the impact of inversions of exactly the same regions in male mESCs (Linx-51 kb-INV) and in mice (Linx-25 kb-INV) (Fig. 5A). 

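The Linx-51 kb interval was read by eye from Fig. 5A, so that its edges are approximate, and the 5C fragments inside it as read span 100453762 to 100496034 on the X chromosome (mm9). The paper describes the interval as intronic in Linx, and the annotation used here places the gene 4930519F16Rik over it, from 100378310 to 100507121 on the reverse strand. Of the 10 fragments, 5 carry forward and 5 reverse primers. The Linx region summed here starts further left, at 100422117, so only part of it is inverted in Linx-51 kb-INV. In 245 kb-INV all of it is inverted. The inversion was checked in the 5C counts in the same way as the larger one, with intervals also chosen after the data had been examined. The log2 ratio of contacts with the neighbor after inversion to contacts with the neighbor in the reference was 0.0049 ± 0.063 (SD, n = 2 clones) in Linx-51 kb-INV. In the other alleles it was -1.42 ± 0.19 (SD, n = 6 libraries).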

5C analysis of the Linx-51 kb-INV allele revealed higher frequency of contacts between the now-inverted *Linx* locus and regions immediately upstream (Fig. 5B, black arrowhead), and lower frequency of contacts between (inverted) *Linx* and *Chic1* and between *Xite* and elements within the Xist-TAD (Fig. 5B,C, blue arrowhead), in agreement with the change in orientation of the three *Linx* CTCF sites. These results are reminiscent of what we observed for the 245 kb-INV allele (Fig. 2B,C), and support the hypothesis that loss of contacts with the Xist-TAD in the 245 kb-INV allele is associated with inversion of the CTCF sites within *Linx*. 

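Contacts of Linx with the upstream region had a log2 ratio of observed to expected counts of -0.22 ± 0.15 (SD, n = 2 clones) in Linx-51 kb-INV, with a log2 fold change of 0.48 against the Chic1 deletion alleles (standard error 0.10, adjusted p = 0.00173 from the edgeR test). With library size alone as the reference this was 0.14 and no longer distinguishable (adjusted p = 0.547). Chic1-4 kbΔ, under the same library prefix, was lower for Linx and the upstream region, at -0.42 (standard error 0.12, adjusted p = 0.0171). Against both deletion alleles, contacts of Chic1 with the upstream region were higher as well, by 1.14 (standard error 0.19, adjusted p = 0.000577). The ratio of Chic1 and the upstream region was 0.23 ± 0.28 (SD, n = 2) in Linx-51 kb-INV. It was -0.51 ± 0.082 (SD, n = 2) in Chic1-4 kbΔ and -1.35 ± 0.45 (SD, n = 2) in Chic1-14 kbΔ, so this value leans on Chic1-14 kbΔ. The deletion alleles have lost Chic1 CTCF sites, so a gain in Linx-51 kb-INV and a loss in the deletions cannot be told apart. Within the library prefix shared with Chic1-4 kbΔ, Chic1-4 kbΔ was lower for Chic1 and the upstream region, at -0.76 (standard error 0.23, adjusted p = 0.0203), but not past the threshold with library size (-0.58, adjusted p = 0.242) or with single outlier primer pairs left out (adjusted p = 0.275). Linx and Chic1 were lower in Linx-51 kb-INV, with a log2 fold change of -0.52 (standard error 0.082, adjusted p = 0.000447). Within the library prefix shared with Chic1-4 kbΔ, the difference was larger, with Chic1-4 kbΔ higher by 0.81 (standard error 0.093, adjusted p = 4.07e-05). It was smaller for Chic1-14 kbΔ, which was higher by 0.22 (standard error 0.093, adjusted p = 0.0494). Linx and Xite were also lower in Linx-51 kb-INV, with a log2 fold change of -1.22 (standard error 0.16, adjusted p = 0.000120). Linx and the Xist-TAD had a log2 fold change of -0.93 (standard error 0.066, adjusted p = 9.81e-07). Within the shared prefix Chic1-4 kbΔ was higher by 0.78 (standard error 0.074, adjusted p = 1.48e-05). Contacts of Xite itself with the Xist-TAD were not lower: their log2 fold change was 0.37 (standard error 0.078, adjusted p = 0.00173), and within the shared prefix Chic1-4 kbΔ was not distinguishable (-0.19, standard error 0.091, adjusted p = 0.133). The difference from both deletion alleles was no longer distinguishable with library size as the reference (0.15), with Xite reduced to the viewpoint fragment (0.096) or, in alternatives chosen after seeing the data, with far primer pairs recurrent in at least 4 libraries or in both libraries of any allele left out (0.12 in both). It was still called with pairs recurrent in both Chic1-14 kbΔ libraries left out (0.33), and it had the opposite sign, not past the threshold, with single outlier primer pairs left out (-0.66). The control pair of the Xist-TAD and the next TAD differed too, by 0.26 (standard error 0.054, adjusted p = 0.00160), so values of this size occur away from the Tsix-TAD. For this pair Chic1-4 kbΔ, under the shared prefix, was not distinguishable from Linx-51 kb-INV (-0.07, standard error 0.063, adjusted p = 0.437). Chic1-14 kbΔ was lower, at -0.45 (standard error 0.063, adjusted p = 0.000148). Over the 14 region pairs, 12 passed the threshold, 8 higher and 4 lower. Of single primer pairs, 1341 did, 1104 higher and 237 lower, and without the Chic1-14 kbΔ replicate B102 the lower ones were 137. The lower pair with the smallest p joins the adjacent fragments 100453762 to 100454926 and 100454927 to 100455323 at the left end of the interval as read from the figure. Its counts were 511 and 458 in the Linx-51 kb-INV clones and between 1154 and 13738 in the other libraries. Neighbors that both lie inside an inversion stay adjacent, so the first of these fragments may lie at or outside the breakpoint. The higher pair with the smallest p (100759489 to 100762071 with 101367592 to 101372974) lies outside the Tsix-TAD. Its counts were 19374 and 131337 in the Linx-51 kb-INV clones and 36876 and 48845 in the Chic1-4 kbΔ clones. It was nearly empty in the Chic1-14 kbΔ libraries only, with counts of 79 and 21, so the call rests on that allele.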

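The inversions were also compared with each other. Linx as summed is inverted as a whole in 245 kb-INV but only in part in Linx-51 kb-INV. Linx and the Xist-TAD were not distinguishable between 245 kb-INV and Linx-51 kb-INV, with a log2 fold change of 0.02 (standard error 0.073, adjusted p = 0.830 from the edgeR test). Scaled to the library size alone, which ignores that the inversion changes the distance, this pair was higher in 245 kb-INV. It was at 3.30 ± 0.0081 CPM per primer pair (SD, n = 2), against 2.59 ± 0.038 (SD, n = 2) in Linx-51 kb-INV. Linx and Chic1 were higher in 245 kb-INV, with a log2 fold change of 0.79 (standard error 0.093, adjusted p = 0.000112). Chic1 and Xite were higher in 245 kb-INV by 0.41 (standard error 0.14, adjusted p = 0.0358), a call that was not made when only the libraries of these alleles were fitted (adjusted p = 0.0685). Nor was it made with the distance decay fitted outside the TADs (adjusted p = 0.0625), with single outlier primer pairs left out (adjusted p = 0.178) or with Xite as the viewpoint fragment (adjusted p = 0.189), and the direction was the opposite with library size (-0.95) or reference coordinates (-1.15). Over the region pairs, 9 of 14 differed, 5 higher and 4 lower, and 4 did in the fit of these libraries alone. The control pair of the Xist-TAD and the next TAD was among the lower ones (-0.20, adjusted p = 0.0256), but not in that fit (adjusted p = 0.0530). From the shared loss of contacts, the paper proposes that the loss in 245 kb-INV goes with the inversion of the CTCF sites within Linx.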

Consistently, analysis of insulation scores across the TADs revealed a gain of insulation across the boundary between the Tsix-TAD and the Xist-TAD (Fig. 5D), although less pronounced than that observed for the 245 kb-INV allele (Fig. 2D). 

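The insulation score at the Tsix-TAD/Xist-TAD boundary was -1.63 and -1.49 in the Linx-51 kb-INV clones (mean -1.56 ± 0.10, SD, n = 2). It was lower than in the Chic1 deletion alleles by a difference of -0.56, which has p = 0.0667 in the two-sided exact permutation test, the smallest that 2 against 4 libraries allow. Within the library prefix shared with Chic1-4 kbΔ the difference was -0.45 (exact permutation p = 0.333, the smallest that 2 against 2 libraries allow). The difference was smaller with a square of 100 kb, at -0.16 (exact permutation p = 0.200), and with the running mean, at -0.14 (exact permutation p = 0.133), and within the shared prefix it was then -0.12 and -0.0708. It was larger with a square of 300 kb, at -0.90 (exact permutation p = 0.0667), and at -0.80 within the shared prefix (exact permutation p = 0.333). The direction depended on the filter for noisy pixels: with pixels of a neighborhood coefficient of variation above 1 left out of each library's map, the difference from the deletion alleles was 0.99. With the libraries of an allele summed first and the same filter, an alternative chosen after seeing the data, the scores were -1.32 for Linx-51 kb-INV, -1.53 for 245 kb-INV, -1.03 for Chic1-4 kbΔ and -0.81 for Chic1-14 kbΔ. Between single libraries of the inversions the difference was -0.13 (exact permutation p = 1.00), smaller than the spread between the 245 kb-INV clones, and without clone RGE4 it was 0.14.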

We next analyzed gene expression across the *Xic* for the Linx-51 kb-INV mESCs in the pluripotent state (d0) and during early differentiation (d0.5-d2.5); expression of *Linx* was significantly downregulated at some time points (Fig. 5E) but no changes were observed for *Xist* or *Tsix* (Fig. 5E) or for any other locus across the *Xic* (Fig. S2). However, when we analyzed *Xist* expression in female embryos carrying an heterozygous *Linx*-25 kb-INV allele, we observed significantly higher expression of *Xist* for the inverted allele, for both paternal and maternal transmission (Fig. 5F,G), and also a corresponding decrease in expression of the X-linked gene *Atp7a* (Fig. 5F,G), suggestive of skewed X chromosome inactivation compared with control. Overall, the inversion of the *Linx* CTCF cluster led to similar phenotypes compared with the large 245 kb inversion, namely a decrease in contact frequency between *Linx* and the Xist-TADs, a concomitant gain of insulation between them, and increased *Xist* expression in *cis* in female embryos.

**Fig. 5.**
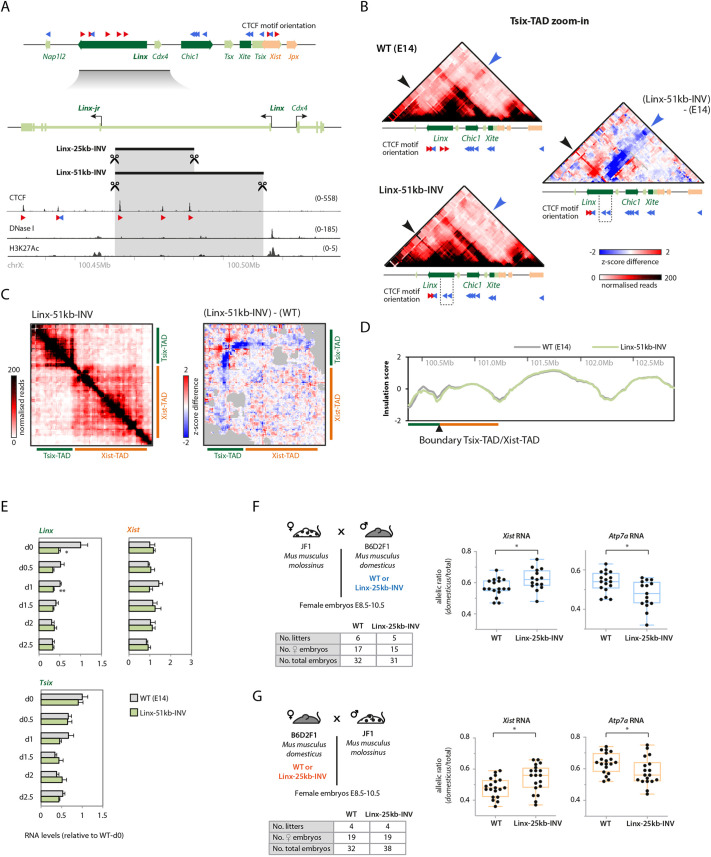
**Inversion of *Linx* cluster of CTCF sites leads to Xist upregulation in *cis*.** (A) The *Linx* locus, CTCF binding, and orientation of CTCF motifs associated with CTCF ChIP-seq peaks. The red and blue arrowheads indicate the orientation of the CTCF motif (orientated left or right, respectively). The targeted inversions *Linx*-25 kb-INV and *Linx*-51 kb-INV are indicated. (B) 5C profiles (Tsix-TAD zoom-in) of wild-type (WT; two replicates pooled) and *Linx*-51 kb-INV (two clones pooled) mESCs, and 5C differential map, representing the subtraction of *z*-scores calculated for WT and Linx-51 kb-INV maps. The large black and large blue arrowheads indicate specific contacts that are gained or lost in the mutant, respectively (more details in the text). (C) (Left) 5C profile of Linx-51 kb-INV mESCs (two clones pooled); the map is corrected for inversion and gray pixels represent filtered contacts (see Materials and Methods); (Right) 5C differential map, representing the subtraction of *z*-scores calculated for WT and *Linx*-51 kb-INV maps separately. (D) Insulation scores across the *Xic* TADs and downstream TADs based on 5C profiles for WT and *Linx*-51 kb-INV mESCs. The ‘troughs’ represent TAD boundaries. (E) Gene expression analysis during differentiation (d0-d2.5). Data are normalized to wt-d0 for each gene, and represent the mean±s.d. of two biological replicates (WT) or of two independent clones (mutant). Data were analyzed with a two-tailed paired Student's *t*-test. (F,G) (Left) Crosses used for analysis of RNA allelic ratios in female hybrid embryos inheriting the *Mus musculus domesticus* allele either paternally (F; blue) or maternally (G; red). Tables summarize the number of embryos collected. (Right) RNA allelic ratios for *Xist* and the X-linked gene *Atp7a*. Each black dot corresponds to a single female embryo. Box-and-whisker plots indicate median, interquartile range and min/max values, with blue and red plots indicating paternally or maternally inherited alleles, respectively. Data were analyzed using the Mann–Whitney U test (*P<0.05; **P<0.01).

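The Chic1-4 kb interval was read from Fig. 6A, and a single 5C fragment with a forward primer lies inside it, from 100565598 to 100567847 on the X chromosome (mm9), in the gene Chic1 (ENSMUSG00000031327.9), which spans 100551815 to 100591431 on the forward strand. This fragment had 311 ± 25.4 CPM (SD, n = 2 clones) in Chic1-4 kbΔ, against 2231 ± 91.8 (SD, n = 4 libraries) in the inversion alleles, which keep it. Of the remaining count in Chic1-4 kbΔ, 70.8% ± 5.29 (SD, n = 2) joined fragments more than 1 Mb away, against 17.0% ± 6.77 (SD, n = 2) in Linx-51 kb-INV.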

We previously generated in male mESCs a ∼4 kb deletion within *Chic1* (Giorgetti et al., 2014) that encompassed two of the three CTCF-binding sites present in the locus (Fig. 6A), but we did not study its impact on chromosome conformation or on *Xist* expression, which we set out to do here. 

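Linx-51 kb-INV keeps Chic1 and Xite in wild-type order, so it served as the comparison for contacts of Chic1 with Xite. In Chic1-4 kbΔ these contacts had a log2 ratio of observed to expected counts of 1.44 ± 0.015 (SD, n = 2 clones), against 1.56 ± 0.028 (SD, n = 2) in Linx-51 kb-INV. Fragments that overlap the larger interval deleted in Chic1-14 kbΔ were left out in every allele. That interval holds all Chic1 CTCF sites, so contacts of the site that Chic1-4 kbΔ keeps were not measured. The log2 fold change was -0.12 (standard error 0.14, adjusted p = 0.531 from the edgeR test), so a reduction of contacts around these sites was not distinguishable. With library size alone as the reference it was 0.00138 (adjusted p = 0.995). The alleles share a library prefix. In comparison with 245 kb-INV, where the inversion moves Chic1 further from Xite, contacts of Chic1 with Xite were lower in Chic1-4 kbΔ: the log2 fold change of 245 kb-INV against Chic1-4 kbΔ was 0.53 (standard error 0.14, adjusted p = 0.00978). Scaled to the library size alone, which ignores the changed distance, the direction was the opposite. The values were then 24.4 ± 3.76 CPM per primer pair (SD, n = 2) in 245 kb-INV and 47.1 ± 0.17 (SD, n = 2) in Chic1-4 kbΔ. For Linx and Chic1 the ratio was 1.64 ± 0.056 (SD, n = 2) in Chic1-4 kbΔ, and the comparison with 245 kb-INV, where both loci are inverted, gave a log2 fold change of -0.03 for 245 kb-INV (standard error 0.093, adjusted p = 0.756). Both comparisons with 245 kb-INV were chosen after seeing the data, and no library prefix is shared. Linx-51 kb-INV could not serve for this pair because its Linx sites are inverted. Of the 14 region pairs, 6 differed between Chic1-4 kbΔ and Linx-51 kb-INV, 4 higher and 2 lower.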

Differential 5C analysis between this *Chic1*-4 kbΔ allele and wild type showed a reduction in contacts between *Chic1* and *Linx* and also between *Chic1* and *Xite* (Fig. 6B), consistent with loss of the *Chic1* CTCF sites. 

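Contacts of Linx with Xite were higher in Chic1-4 kbΔ than in Linx-51 kb-INV, with a log2 fold change of 1.16 (standard error 0.17, adjusted p = 0.000281 from the edgeR test), within a shared library prefix. With each library left out in turn it ranged from 0.98 to 1.32. The Linx sites are inverted in Linx-51 kb-INV, so this difference holds the effect of that inversion as well as any effect of the deletion.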

We also noted an apparent increase in contact frequency between *Linx* and *Xite* (Fig. 6B; Fig. S1), which would be consistent with a model of competition between *Chic1* and *Xite* CTCF sites to form loops with the CTCF sites within *Linx*. However, these differences in contact frequencies overall remained rather close to the ‘noise’ levels of the 5C map. 

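The spread of the 5C maps was measured over the binned pixels of the Tsix-TAD as the median absolute log2 ratio of CPM between libraries, with a pseudocount of 1. Between libraries of the same allele it was 0.29 for 245 kb-INV, 0.33 for Linx-51 kb-INV, 0.22 for Chic1-4 kbΔ and 0.34 for Chic1-14 kbΔ, each from 1 pair of libraries. Between Chic1-4 kbΔ and Linx-51 kb-INV it was 0.49, with a range of 0.45 to 0.52 over 4 pairs of libraries. Between Chic1-4 kbΔ and 245 kb-INV it was 0.77, from 0.73 to 0.82. The Chic1 deletion alleles differed from each other by 0.42, but the range of 0.27 to 0.56 overlaps the spread within alleles.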

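The guide RNAs of the larger deletion were placed on the mm9 reference sequence. CR21 (AAAGATCGTTTCTATCTAGC) matched the reverse strand from 100566187 to 100566206, and CR16R (CGCCAAACTTCCAAAATGGC) matched the forward strand from 100580646 to 100580665. Both sites lie in introns of Chic1, and the interval between the Cas9 cleavage positions is 14473 bp long. The fragments that lie wholly inside it and carry a primer had low counts in Chic1-14 kbΔ. The one from 100567977 to 100576563 had 18.8 ± 2.59 CPM (SD, n = 2 replicates), the one from 100577373 to 100578553 had 15.6 ± 14.4 and the one from 100578554 to 100579404 had 32.7 ± 18.8, against 1495 ± 0.446, 1846 ± 179 and 1408 ± 38.7 in Chic1-4 kbΔ (SD, n = 2 clones). The fragment from 100565598 to 100567847, whose left end lies outside the interval, had 31.5 ± 7.05 CPM (SD, n = 2 replicates) in Chic1-14 kbΔ.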

We wondered whether these effects would be more pronounced if the remaining CTCF-binding site was also removed; thus, we generated, in male mESCs, a larger deletion (*Chic1*-14 kbΔ) encompassing all three CTCF sites within *Chic1* (Fig. 6A). We observed more-pronounced contact rearrangements within the Tsix-TAD as for *Chic1*-4 kbΔ (Fig. 6C), suggesting that it is the loss of the CTCF sites that underlies the observed topological differences. 

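The deletion alleles were compared directly. In Chic1-14 kbΔ, the log2 ratio of observed to expected counts was 1.04 ± 0.024 (SD, n = 2 replicates) for Linx and Chic1 and 0.90 ± 0.054 (SD, n = 2) for Chic1 and Xite, without fragments of the deleted interval. Against Chic1-4 kbΔ the log2 fold change was -0.60 for Linx and Chic1 (standard error 0.093, adjusted p = 0.000911 from the edgeR test) and -0.54 for Chic1 and Xite (standard error 0.14, adjusted p = 0.00808). Neither passed the threshold with library size alone as the reference (log2 fold changes -0.25 and -0.13), and Chic1 and Xite did not with single outlier primer pairs left out (adjusted p = 0.0911) or with Xite as the viewpoint fragment (adjusted p = 0.0604). Linx and Xite were not distinguishable, at 0.12 (standard error 0.17, adjusted p = 0.592), and the sign changed without the Chic1-4 kbΔ clone 88-12 (-0.0421) and without the replicate B102 (-0.14), as it did with Xite as the viewpoint fragment (-0.41). Against Linx-51 kb-INV, Chic1 and Xite were lower by a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.00213) and Linx and Xite higher by 1.28 (standard error 0.18, adjusted p = 0.000148). Scaled to the library size alone, Chic1 and Xite were at 42.8 ± 3.14 CPM per primer pair (SD, n = 2) in Chic1-14 kbΔ. They were at 47.0 ± 1.03 (SD, n = 2) in Linx-51 kb-INV, so the size of this difference rests largely on the distance correction. Of the 14 region pairs, 8 differed between the deletion alleles, 1 higher and 7 lower, and 12 differed between Chic1-14 kbΔ and Linx-51 kb-INV, 4 higher and 8 lower. Of single primer pairs, 1743 differed between the deletion alleles, 213 higher and 1530 lower. The control pair of the Xist-TAD and the next TAD was lower in Chic1-14 kbΔ as well, by a log2 fold change of -0.38 against Chic1-4 kbΔ (standard error 0.063, adjusted p = 0.000911). The batch of the Chic1-14 kbΔ libraries is not known, so no value within a batch can be given. These libraries come from 1 clone, so the p-values do not cover variation between clones of this allele. From the stronger rearrangements in the larger deletion, the paper proposes that they result from the loss of the CTCF sites.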

To study the impact of these deletions on gene expression across the *Xic*, we profiled transcript levels, as performed previously, in the pluripotent state (d0) and during early differentiation. Expression of *Chic1* itself was consistently upregulated in both *Chic1*-4 kbΔ and *Chic1*-14 kbΔ (Fig. 6D,E); it is intriguing to think that this could be linked to its now shorter length, because shorter genes have been associated with higher levels of expression (Castillo-Davis et al., 2002; Chiaromonte et al., 2003). We also observed higher expression of *Cdx4*, the gene upstream of *Chic1*: interestingly, the effects appeared to scale up with the larger deletion: in *Chic1*-4 kbΔ mESCs, there was a slight increase in *Cdx4* levels across time points but this was not statistically significant, whereas, in *Chic1*-14 kbΔ, the increase was more pronounced and statistically significant for some time points. This effect could be connected to the removal of all CTCF sites from within the *Chic1* locus, which could ‘shield’, or insulate, *Cdx4* from activating influences downstream of the CTCF sites. *Xist* expression was also more affected in mESCs containing the larger deletion: we observed a mostly consistent downregulation across all time points, but this effect was not statistically significant in this context. However, in female embryos, we did observe a statistically significant decrease in *Xist* expression from the deletion alleles (Fig. 6D,E), which was more pronounced for the *Chic1*-14 kbΔ allele. This suggests that the *Chic1* CTCF cluster might operate to favor *Xist* expression in *cis*. These results potentially also illustrate how loss of one additional CTCF-binding site might be enough to cause stronger changes in chromosome conformation and gene expression.

**Fig. 6.**
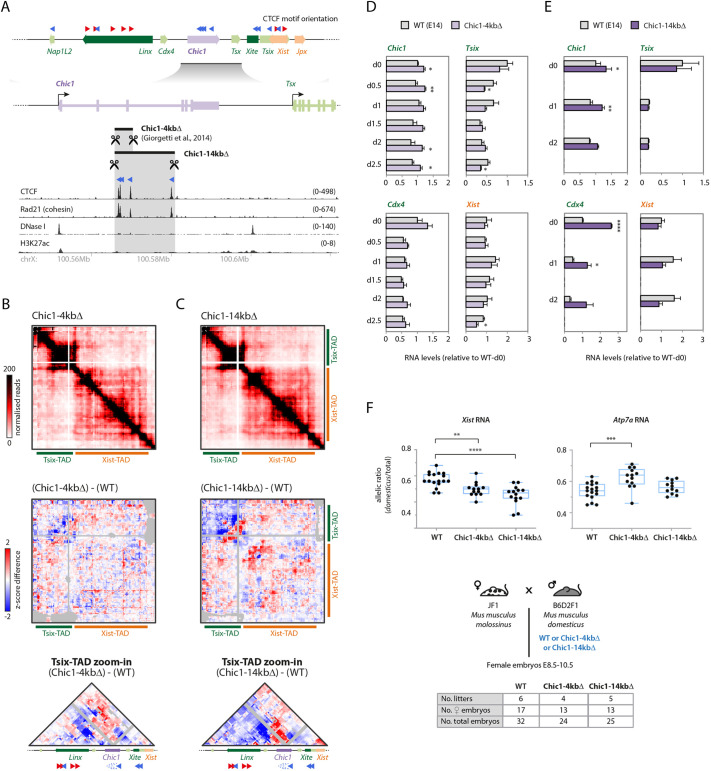
**Deletion of *Chic1* cluster of CTCF sites leads to *Xist* downregulation in *cis*.** (A) The *Chic1* locus, CTCF binding and orientation of CTCF motifs associated with CTCF ChIP-seq peaks. The targeted deletions *Chic1*-4 kbΔ and *Chic1*-14 kbΔ are indicated. The red and blue arrowheads indicate the orientation of the CTCF motif (orientated left or right, respectively). (B,C) (Top) 5C profiles of *Chic1*-4 kbΔ (B, two clones pooled) and *Chic1*-14 kbΔ (C, one clone, two replicates pooled). (Middle) 5C differential maps, representing the subtraction of *z*-scores calculated for wild-type (WT) and deletion maps. Gray pixels represent filtered contacts (see Materials and Methods). (Bottom) Differential maps for the Tsix-TAD. (D,E) Gene expression analysis during differentiation (d0-d2.5). Data are normalized to wt-d0 for each gene, and represent the mean±s.d. of two biological replicates (WT and *Chic1*-14 kbΔ) or of two independent clones (*Chic1*-4 kbΔ). Data were analyzed with a two-tailed paired Student's *t*-test (*P<0.05; **P<0.01; ****P<0.0001). (F) (Top) RNA allelic ratios for *Xist* and the X-linked gene *Atp7a*. Each black dot corresponds to a single female embryo. Box-and-whisker plots indicate median, interquartile range and min/max values. Data were analyzed with a Mann–Whitney U test (**P<0.01; ***P<0.001; ****P<0.0001). (Bottom) Crosses used for the analysis of RNA allelic ratios in female hybrid embryos inheriting the *Mus musculus domesticus* allele paternally. Tables summarize the number of embryos collected.

Together, our results on inverting or deleting *Linx* and *Chic1* CTCF clusters highlight the rather complex regulatory landscape within the *Xic*. Similar to the 245 kb inversion, these mutant alleles reveal how *Xist* is sensitive to changes involving CTCF-binding sites within the neighboring Tsix-TAD. These results also suggest that the phenotypes observed in the 245 kb-INV mESCs are likely a combination of effects from changing different elements within the Tsix-TAD.

## DISCUSSION

Here, we explored the structural and transcriptional consequences of inverting a large genomic region encompassing almost an entire TAD (80%; 245 kb out of 300 kb). We found that this inversion led to rearrangement of contacts and to changes in expression of some genes within the TAD. We also observed increased contact insulation with the neighboring TAD and ectopic upregulation of a gene in that TAD, the noncoding RNA *Xist* locus.

The rearrangement of contacts within the Tsix-TAD upon inverting a 245 kb region occurred largely as expected based on the ‘rules’ associated with the orientation of CTCF motifs within the TAD (de Wit et al., 2015; Guo et al., 2015; Rao et al., 2014; Sanborn et al., 2015; Tang et al., 2015). We found that the three loci involved in the strong contacts observed in the wild-type Tsix-TAD were still able to form strong contacts with each other in the ‘inverted’ Tsix-TAD (Fig. 2). Yet, these elements could not fully replace each other in their new positions, despite similar composition in terms of number of CTCF sites and levels of CTCF binding based on published chromatin immunoprecipitation-sequencing (ChIP-seq) data (Fig. 1). In particular, the *Linx* CTCF cluster appears to have a stronger potential to form contacts compared with the *Chic1* CTCF cluster. At the same relative position within the TAD, and with the same CTCF motif orientation, these CTCF clusters show a different range of interactions, as described above (Fig. 2). These differences suggest that not all CTCF-bound sites are equally capable of mediating the same type of interactions. Little is known about what determines which CTCF sites contact with each other, and whether there could be specific affinities between sites depending, for instance, on which other protein complexes are bound at each site or nearby. The ChIP-seq signal for CTCF is comparable between CTCF sites within *Linx* and *Chic1*, and there are the same number of CTCF sites within each locus. One difference in the organization of these sites is the spacing between them: CTCF sites within *Chic1* are more clustered than are those within *Linx*; this could play a role in orchestrating which contacts are formed, and how. ‘Loop extrusion’ has been proposed as a mechanism to form TADs and chromatin contacts (Fudenberg et al., 2016; Goloborodko et al., 2016; Sanborn et al., 2015), by which an ‘extruding factor’ (such as cohesin) engulfs two DNA chains and moves along them, extruding DNA until it reaches ‘stalling factors’ (such as CTCF), which block its progression; thus, a chromatin loop would be formed and stabilized. Could the length of the intervals between CTCF sites influence the likely point at which the cohesin complex (or the extruding factor) gets stalled? Perhaps more-distributed sites (as at the *Linx* locus) rather than more-clustered sites (as at the *Chic1* locus) provide more opportunities for stalling cohesin, given the very fast rate at which CTCF binds and unbinds chromatin (Hansen et al., 2017) and the rate of extrusion by cohesin (Davidson et al., 2019; Kim et al., 2019). Another potential explanation (not mutually exclusive) is that the differences in ‘contact potential’ depend on the different sequences flanking the consensus CTCF motifs within *Linx* and *Chic1*, as suggested by a recent study of CTCF sites as transcriptional insulators (Huang et al., 2021).

Transcriptional changes in mutant 245 kb-INV mESCs and during differentiation were observed for two genes (*Nap1l2* and *Tsx*) within the Tsix-TAD when compared with controls (Fig. 3). As discussed previously, we suggest that these changes are associated with (genomic) proximity to the enhancer element *Xite* and not necessarily with the new topological structure of the inverted Tsix-TAD. Perhaps more interesting is the fact that most other genes within the Tsix-TAD do not show changes in expression, especially the *Linx*, *Chic1* and *Xite* loci, which are involved in the topological changes observed for the 245 kb-INV allele. This could have a number of explanations: (i) the expression of these genes might not be particularly reliant on *cis*-regulation and, therefore, might be impervious to topological changes; (ii) interactions between these genes and their *cis*-regulatory elements might not depend on topological organization and, therefore, still occur regardless of the topological changes; or (iii) interactions between these genes and their *cis*-regulatory elements might depend on the topological organization; the new contacts allow these interactions to occur as efficiently as in wild type and, therefore, no changes in expression are observed. Further genetic exploration of these loci will be crucial to exclude hypotheses.

Surprisingly, expression of *Xist*, which lies outside of the Tsix-TAD, in the neighboring TAD, was mildly upregulated, to an extent that we could detect accumulation of Xist RNA in ‘clouds’ in mutant male cells, which we never observe(d) in wild-type male cells (Fig. 3). This upregulation could be associated with one or more of the other alterations observed on the 245 kb-INV allele, either structural, or transcriptional, or both. For instance, we observed reduced expression of *Tsix*, the antisense *cis*-repressor of *Xist*, in the pluripotent state, which could impact *Xist* regulation; during differentiation, however, when *Xist* is upregulated, we did not detect differences in *Tsix* expression. Further research will be needed to clarify the involvement of *Tsix* in the *Xist* phenotype observed here.

Could *Xist* upregulation be a consequence of *Nap1l2* upregulation or *Tsx* downregulation? Genetic studies with *Nap1l2* (Attia et al., 2007; Rogner et al., 2000) did not report any effects on *Xist* expression or sex-specific phenotypes; thus, upregulation of *Nap1l2* is unlikely to cause *Xist* upregulation, although this cannot be formally excluded. By contrast, knockout studies of *Tsx* (Anguera et al., 2011) reported *Xist* RNA clouds in a small percentage of differentiating male mutant mESCs; the authors proposed that *Xist* expression was upregulated because of its negative *cis*-regulators *Tsix* and *Xite* being downregulated during differentiation. This *Xist* phenotype is identical to the one we observed (Fig. 3), although, in 245 kb-INV mutant cells, there is still some *Tsx* expression (contrary to the *Tsx* knockout) and we did not observe changes in *Tsix* or *Xite* expression during differentiation. Thus, downregulation of *Tsx* in 245 kb-INV mutant cells might account, partially or perhaps even completely, for ectopic *Xist* upregulation. This raises interesting questions of how such inter-TAD regulation/communication between *Tsx* and *Xist* could occur. Similarly, we recently reported that another locus within the Tsix-TAD, *Linx*, contains sequences that affect expression of *Xist* in the neighboring TAD in a *Tsix*-independent manner (Galupa et al., 2020). A slight increase in *Xist* expression in *cis* was also observed in 245 kb-INV heterozygous embryos, but it was not statistically significant and did not result in skewed patterns of X-inactivation (Fig. 4). These results underlie the importance of verifying whether changes in gene expression result in differences in the phenotypes they mediate: in many studies, it often remains an open question whether the changes observed in gene expression, especially when modest, do matter for the processes in which those genes are involved.

In agreement with previous studies, our study illustrates that the relationship between chromosome structure and gene expression is rather complex. The almost ‘dogmatic’ view that TADs restrict gene *cis*-regulation (Finn and Misteli, 2019; Koch, 2019) is at odds with a growing amount of evidence that mechanisms of inter-TAD communication exist, albeit potentially subject to modulation by TADs and their boundaries. Here, we showed that, on the one hand, expression of genes within a TAD can be tolerant to changes in contacts within that TAD, whereas, on the other hand, inversion of a large region within a TAD affected the expression of a gene in the neighboring TAD, potentially because of accompanying changes in topological organization and topological insulation. Further investigations are warranted for a more-complete understanding of the relationship between the topological organization of the genome and the transcriptional regulation of its genes.

## MATERIALS AND METHODS

All the materials and methods described below have also been published previously (Galupa et al., 2020).

### Tissue culture conditions

The E14 mESC line and clones derived from it were grown in flasks or on dishes coated with 0.1% (wt/vol) gelatin. Culture media for mESCs comprised Glasgow medium (Gibco) supplemented with 2 mM L-glutamine, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 15% fetal bovine serum (FBS) (Gibco), 0.1 mM b-mercaptoethanol (Sigma) and 1000 U/ml leukemia inhibitory factor (LIF) (Chemicon). All lines were cultivated at 37°C under 8% CO_2_ and passaged according to their confluency, generally every other day. Medium was refreshed daily. For early EpiLSC differentiation assays, mESCs were washed with 1× PBS, incubated with trypsin at 37°C for 20 min and resuspended in ES medium without LIF. After cell counting, the desired number of cells was resuspended in differentiation medium and 8×10^5^ cells per well were seeded on a fibronectin-coated (10 µg/ml, Millipore) six-well plate in differentiation medium. Differentiation medium comprised N2B27 medium, 20 ng/ml activin A (R&D Systems) and 12 ng/ml FGF-basic (R&D Systems). Differentiation medium was changed daily and cells were washed in PBS before collection to remove dead cells. Cells were routinely checked for mycoplasma contamination.

### Mouse experimentation

Animal care and use for this study were performed in accordance with the recommendations of the European Community (2010/63/UE) for the care and use of laboratory animals. Experimental procedures, including genomic engineering (see below), were in compliance with international guidelines and were specifically approved by the ethics committee of the Institut Curie CEEA-IC #118 and given authorization by the French national authorities (references: APAFIS##13962-2018030717538778-v2 and APAFIS#8812-2017020611033784-v2).

Postimplantation embryos were collected at the embryonic day (E) 8.5-10.5 stage, assuming plugging at midnight. Females with a vaginal plug were weighed every other day and only taken for dissection if a significant increase in weight was observed (∼2 g for B6D2F1 mice, ∼1 g for JF1 mice) at the expected point of E8.5-E10.5 development. Extra-embryonic tissues were taken for sexing the embryos. Whole embryos were washed three times in 1× PBS before being frozen for allelic expression analysis.

### Genomic engineering of mice and mESCs

Inversion 245 kb-INV and deletion *Chic1*-14 kbΔ were generated using CRISPR-Cas9 (mESCs and mice) technologies, using the process described below. Inversions within the *Linx* locus (*Linx*-25 kb-INV and *Linx*-51 kb-INV) were generated using the same constructs and primers as the equivalent deletions, described in Galupa et al. (2020). The *Chic1*-4 kbΔ deletion had been generated previously (Giorgetti et al., 2014).

We designed short guide (sg) RNAs to flank the region of interest:

- For 245 kb-INV: CR30 (ACTGGTTCAGCCACTCACCG) and CR32 (CTGAGCTGGTTCATACAGGT).
- For *Chic1*-14 kbΔ: CR21 (AAAGATCGTTTCTATCTAGC) and CR16R (CGCCAAACTTCCAAAATGGC).

For cloning sgRNAs, we used pX459-v2 (Addgene 62988) and a protocol from the Zhang lab (https://media.addgene.org/cms/filer_public/e6/5a/e65a9ef8-c8ac-4f88-98da-3b7d7960394c/zhang-lab-general-cloning-protocol.pdf). sgRNA constructs were amplified upon transformation of DH5α competent cells (Takara) grown at 37°C, and then sequenced to verify that the cloning was correct. Midipreps for all constructs were prepared at a final concentration >1 mg/ml using the NucleoBond Xtra Midi Plus kit (Macherey-Nagel).

mESCs were transfected with sgRNA constructs using the P3 Primary Cell 4D-Nucleofector X Kit (Lonza) and the Amaxa 4D Nucleofector™ system (Lonza), with the transfection program CG-104. Each transfection included 5 million cells resuspended in the nucleofection mix (prepared according to the manufacturer's instructions) containing 5 µg of each sgRNA (two constructs). As a transfection control, 10 µg of pmaxGFP (Lonza) was used, for which the nucleofection efficiency was around 90%. Cells were immediately resuspended in pre-warmed culture medium after nucleofection and seeded at three serial 10× dilutions in 10-cm dishes to ensure optimal density for colony picking. Transfected cells were selected with puromycin for 48 h, and grown for 8-10 days. Single colonies were picked into 96-well plates. Genomic DNA was isolated in 96-well plates for PCR-based screening of inversions. The genotyping primers used were as follows:

- For 245 kb-INV: RG82 (CAATCACTCTTGCCTTACCAATT), RG83 (CCCAAACCAACCCTTGACTG), RG84 (GTTGGGACCTAAACTCTAGTACA), RG85 (AGTGGACTAGCTTTGCCTCA).
- For *Chic1*-14 kbΔ: EN118 (GCCTGCAGTCTTACCAGGAG), EN119 (TAATCTGCAGCGTGTTGAGG), RG123 (TCCTCCCTTACCAGTCTCCT), RG124 (CAGAATCCCGGATGTGAGGA).

We sequenced the PCR products from the inversion alleles to determine the breakpoints:

- For 245 kb-INV: clone1, chrX-100377328 and chrX-100622017; clone2, chrX-100377337 and chrX-100622025 (coordinates in mm9).
- For *Chic1*-14 kbΔ: clone1, chrX-103370850 and chrX-103384956 (coordinates mm10).

The mouse mutant lines were generated following the strategy described by Wang et al. (2013) with minor modifications. Cas9 mRNA was transcribed *in vitro* from a T7-Cas9 pCR2.1-XL plasmid (Greenberg et al., 2017) using the mMESSAGE mMACHINE T7 ULTRA kit (Life Technologies) and purified with the RNeasy Mini kit (Qiagen), or bought from Tebu-bio (L-7206). The sgRNAs were amplified by PCR with primers containing a 5′ T7 promoter sequence from the plasmids used for mESC transfection. After gel purification, the T7-sgRNA PCR products were used as the template for *in vitro* transcription with the MEGAshortscript T7 kit (Life Technologies) and the products were purified using the MEGAclear kit (Life Technologies). Cas9 mRNA and the sgRNAs were eluted in DEPC-treated RNase-free water, and their quality was assessed by electrophoresis on an agarose gel after incubation at 95°C for 3 min with the denaturing agent provided with the *in vitro* transcription kits. Cas9 mRNA and sgRNAs (at 100 ng/μl and 50 ng/μl, respectively) were injected into the cytoplasm of mouse B6D2F1 zygotes from 8-week-old superovulated B6D2F1 (C57BL/6J×DBA2) females mated to stud males of the same background. Zygotes with well-recognized pronuclei were collected in M2 medium (Sigma) at E0.5. Injected embryos were cultured in M16 medium (Sigma) at 37°C under 5% CO_2_, until transfer at the one-cell stage the same day or at the two-cell stage the following day to the infundibulum of the oviduct of a pseudogestant CD1 female at E0.5 (25-30 embryos were transferred per female). All weaned mice (N0) were genotyped for the presence of inversion alleles using the same genotyping primers as for mESC mutant lines. Mice carrying inversion alleles were crossed to B6D2F1 mice and their progeny screened again for the presence of the inversion allele. The F1 mice were considered the ‘founders’ and bred to B6D2F1 mice; their progeny was then intercrossed to generate homozygous mice and lines were kept in homozygosity.

### RNA fluorescence *in situ* hybridization

RNA FISH was performed as described previously with minor modifications (Chaumeil et al., 2008). Briefly, differentiating mESCs were dissociated using accutase (Invitrogen) and adsorbed onto poly-L-lysine (Sigma)-coated coverslips #1.5 (1 mm) for 5 min. Cells were fixed with 3% paraformaldehyde in PBS for 10 min at room temperature and permeabilized for 5 min on ice in PBS containing 0.5% Triton X-100 and 2 mM ribonucleoside-vanadyl complex (New England Biolabs). Coverslips were preserved in 70% ethanol (EtOH) at −20°C. To begin the FISH experiments, coverslips were dehydrated through an EtOH series (80%, 95% and twice at 100%) and air dried quickly, then lowered onto a drop of the probe/hybridization buffer mix [50% formamide, 20% dextran sulfate, 2× saline-sodium citrate (SSC), 1 μg/μl BSA, 10 mM ribonucleoside-vanadyl complex] and incubated overnight at 37°C. The next day, coverslips were washed three times at 42°C in 50% formamide in 2× SSC (pH 7.2-7.4) and three times at 42°C in 2× SSC. Nuclei were counterstained with DAPI (0.2 mg/ml), coverslips were mounted [90% glycerol, 0.1× PBS, 0.1% p-phenylenediamine at pH 9], and cells were imaged using a wide-field DeltaVision Core microscope (Applied Precision).

The probes used were a *Huwe1* bacterial artificial chromosome (BAC; BACPAC Resources Center, RP24-157H12) and oligos (∼75 nucleotides long) covering all *Xist* exons (Roche, custom design). The BAC was labeled using the Nick Translation kit (Abbot) following the manufacturer's instructions. Oligos were end-labeled with an Alexa488 fluorophore (Abbot). Probes were either EtOH precipitated (BAC) or vacuum dried (oligos) and resuspended in formamide with shaking at 37°C. BAC was coprecipitated with mouse Cot-1 DNA (Invitrogen), and competition to block repetitive sequences was performed for at least 20 min at 37°C, and after denaturation (75°C, 10 min). Probes were then mixed with one volume of 2× hybridization buffer.

### Gene expression analysis (mESCs)

Cells were collected for gene expression analysis at 0 h, 12 h, 24 h, 36 h, 48 h and 60 h of EpiLSC differentiation. Cells were lysed with Trizol (Invitrogen), and RNA was isolated using the RNAeasy Mini kit (Qiagen), including DNase treatment. RNA samples were systematically run on an agarose gel to check their integrity. For reverse transcription, cDNA was synthesized from 0.5 μg of RNA using SuperScript™ III Reverse Transcriptase and random primers (both Invitrogen) according to the manufacturer's recommendations. Two independent reverse transcription experiments were carried out for each sample, pooled at the end and diluted 25-fold prior to qPCR or allelic expression analysis. No-reverse transcription controls were processed in parallel. The NanoString nCounter gene expression system (Geiss et al., 2008) was used to characterize transcriptional differences in wild-type and mutant mESCs systematically, before or during differentiation. We used 500 ng of total RNA from each sample for each nCounter hybridization round. We designed a customized probe codeset (van Bemmel et al., 2019) to identify nearly a hundred transcripts from *Xic* genes, other X-linked genes, pluripotency factors, differentiation markers, proliferation markers and normalization genes. Standard positive controls included in the kit were used for scaling the raw data. The genes *Actb*, *Rrm2* and *Sdha* were used for normalization. Differential expression was always calculated for samples run on the same nCounter hybridization.

### Allelic expression analysis (mouse embryos)

Embryos were lysed in RLT buffer (Qiagen) supplemented with 0.01% 2-mercaptoethanol. After two rounds of vortexing (15 s each), lysates were applied directly to a QIAshredder spin column (Qiagen) and centrifuged for 3 min at >15,000 ***g***. RNA was extracted using the RNAeasy Mini kit, including DNase treatment, and following the manufacturer's instructions. RNA samples were systematically run on an agarose gel to check their integrity. cDNA was prepared as described above for the gene expression analysis of mESCs, and was then PCR amplified with biotinylated primers and pyrosequenced for allele quantification on a Pyromark Q24 system (Qiagen). The same PCR approach was performed on no-reverse transcription control samples to confirm the absence of genomic DNA contamination. The primers used were designed with PyroMark Assay Design software and validated on XX polymorphic genomic DNA at a ratio of 50:50% (±4%). A list of primers and SNPs used for allele quantification can be found in Galupa et al. (2020).

### Chromosome conformation capture

3C libraries were prepared based on previous protocols (Nora et al., 2017; Rao et al., 2014), with some modifications. Crosslinked cells (in 2% formaldehyde; 10 million for each sample) were lysed in 10 mM Tris-HCl (pH 8), 10 mM NaCl, 0.2% NP-40, 1× complete protease inhibitor cocktail (Roche) for 15 min on ice. Nuclei were resuspended in 100 μl 0.5% SDS, incubated at 62°C for 10 min and quenched with 50 μl 10% Triton X-100 and 290 μl water at 37°C for 15 min. Digestion was performed overnight by adding 50 μl HindIII (New England Biolabs) buffer and 10 μl high-concentration HindIII and incubating the samples at 37°C in a thermomixer. Before this step, an aliquot was taken from each sample as an undigested control. Digests were heat inactivated for 20 min at 65°C and an aliquot was taken from each sample as a digested (unligated) control. Samples were cooled at room temperature for 10 min before adding the ligation cocktail. 3C libraries were ligated for 4 h at 25°C with 10U T4 ligase and ligation buffer (Thermo Fisher Scientific) in a thermomixer at 100 ***g***. Ligated samples were then centrifuged at 300 ***g***, resuspended in 240 µl 5% SDS and 1 mg Proteinase K, incubated at 55°C for 30 min, supplemented with 50 µl 5 M NaCl and incubated at 65°C for 4 h. DNA was then purified by adding 500 µl isopropanol, incubated at −80°C overnight, centrifuged at 13,000 ***g*** at 4°C, washed with 70% EtOH, air dried and resuspended in 100 µl water, followed by incubation with RNase A at 37°C for 1 h. 3C templates were quantified using Qubit DNA Broad-Range (Thermo Fisher Scientific) and diluted to 100 ng/µl. Libraries and respective controls (undigested and digested aliquots) were verified on a gel.

5C was performed using the method described by Nora et al. (2017), which adopts a single-PCR strategy to construct 5C-sequencing libraries from the 3C template. Briefly, four 10 µl 5C annealing reactions were assembled in parallel, each using 500 ng of 3C template, 1 µg salmon sperm (Thermo Fisher Scientific) and 10 fmol of each 5C oligonucleotide in 1× NEBuffer 4 [5C set of oligonucleotides described by Nora et al. (2012)]. Samples were denatured at 95°C for 5 min and incubated at 48°C for 16-18 h. Then, 10 µl of 1× Taq ligase buffer with 5U Taq ligase was added to each annealing reaction followed by incubation at 48°C for 4 h and 65°C for 10 min. Negative controls (no ligase, no template or no 5C oligonucleotide) were included during each experiment to ensure the absence of contamination. To attach Illumina-compatible sequences, 5C libraries were directly PCR amplified with primers harboring 50-mer tails containing Illumina sequences that anneal to the universal T3/T7 portion of the 5C oligonucleotides (Nora et al., 2017). For this, each 5C ligation reaction was used as the template for three parallel PCRs (12 PCRs in total), using 6 µl 5C ligation with 1.125 U AmpliTaq Gold (Thermo Fisher Scientific) per reaction in 1× PCR Buffer II, 1.8 mM MgCl_2_, 0.2 mM dNTPs and 1.25 mM primers in a total of 25 ml. Cycling conditions were: 95°C for 9 min, 25 cycles of 95°C for 30 s, 60°C for 30 s, 72°C for 30 s followed by 72°C for 8 min. PCR products from the same 3C sample were pooled and run on a 2.0% agarose electrophoresis gel. 5C libraries (231 bp) were then excised and purified with the MinElute Gel Extraction kit (QIAGEN). Library concentrations were estimated using TapeStation (Agilent) and Qubit (Thermo Fisher Scientific), pooled and sequenced using 12 pM for loading on rapid flow cells using the HiSeq 2500 system (Illumina). Sequencing mode was set as 20 dark cycles followed by 80 bases in single-end reads (SR80).

Sequencing data were processed using our custom pipeline, 5C-Pro, available at https://github.com/bioinfo-pf-curie/5C-Pro. Briefly, single-end sequencing reads were first trimmed to remove Illumina adapters and aligned on an *in silico* reference of all pairs of forward and reverse primers using the bowtie2 software (Langmead and Salzberg, 2012). Aligned reads were then directly used to infer the number of contacts between pairs of forward and reverse primers, thus providing a 5C map at primer resolution. Based on our previous experiments, inefficient primers were discarded from the downstream analysis. Quality controls of the experiments were then performed using the HiTC BioConductor package (Servant et al., 2012). Data from biological replicates were pooled (summed) and binned using a running median (window=30 kb, final resolution=6 kb). We normalized 5C contacts for the total number of reads and filtered out outlier probes and singletons, as previously described (Hnisz et al., 2016; Nora et al., 2012; Smith et al., 2016). We also developed a novel method to exclude noisy contacts in the 5C maps, called ‘neighborhood coefficient of variation’, available at https://github.com/zhanyinx/Coefficient_Variation. Considering that the chromatin fiber behaves as a polymer, the contact frequency of a given pair of genomic loci (e.g. *i* and *j*) cannot be very different from that of fragments *i*±*N* and *j*±*N* if *N* is smaller (or in the order of) than the persistence length of the chromatin fiber. Hence, a given pixel in the 5C map (which is proportional to the contact frequency between the two corresponding loci) can be defined as noisy if its numerical value is too different from those corresponding to neighboring interaction frequencies. To assess the similarity of a given interaction with neighboring contacts operatively, we calculated the coefficient of variation (CV) of contacts (pixels in the 5C map) in a 10×10 square centered on every contact. We then set out to discard pixels for which the corresponding CV was above a threshold. Given that the distribution of the CV of all 5C samples in this study was bimodal around CV=1, we set the CV threshold to 1. Discarded contacts appeared as gray pixels in the differential 5C maps. For differential analysis between two samples of interest, we calculated the difference between *z*-scores determined for each individual map (Smith et al., 2016). Samples corresponding to inversions of genomic regions were mapped to a virtually inverted map before analysis. Samples corresponding to deletions were corrected for the new distance between genomic elements; this distance adjustment was performed along with the *z*-score calculation. 5C data for the E14 cell line (used as control) have been published previously (Galupa et al., 2020) but control and mutant samples were collected and processed in parallel.

### Statistical analysis

For RNA FISH, nCounter and allelic expression analysis, details of the statistical analyses used are provided in the figure legends, figures and/or Results, including the statistical tests used, exact value of *n* and what *n* represents.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Inversion of a topological domain leads to restricted changes in its gene expression and affects interdomain communication
**Source:** Development. 2022 May 6;149(9):dev200568. doi: 10.1242/dev.200568
**Supplement:** Supplementary information

A

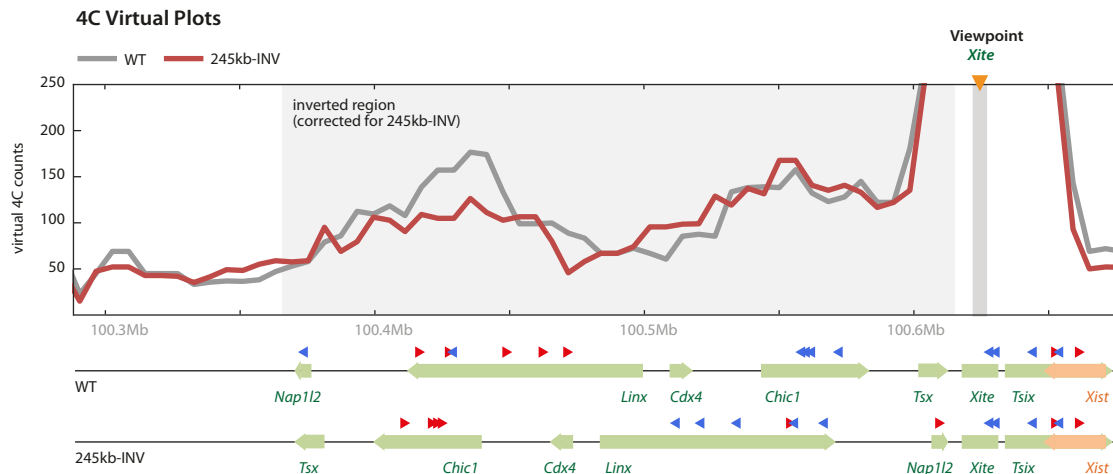

B

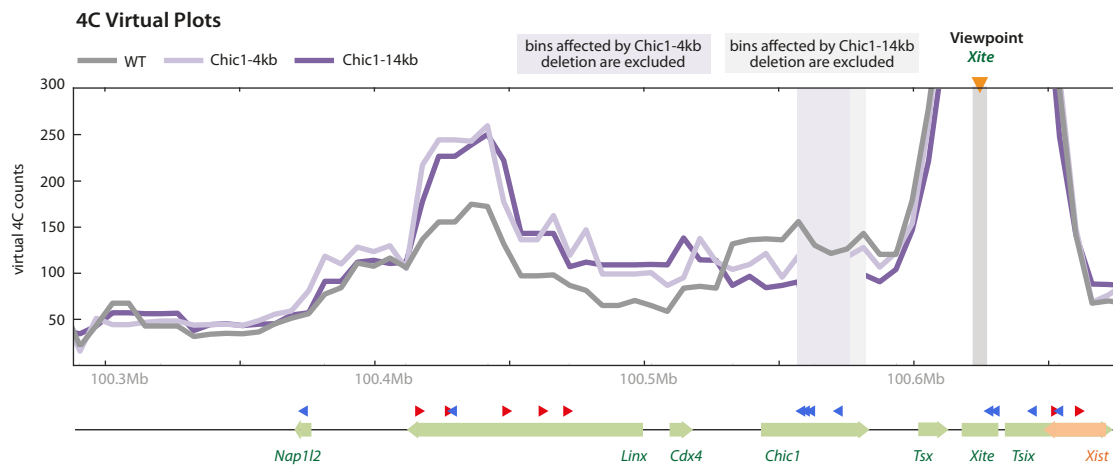

**Fig. S1.** (A) Virtual 4C plots for the wild type (WT) and 245kb-INV alleles, for which the anchor is the element *Xite*. The interaction frequency between *Xite-Tsx* is ~5-fold lower in the inverted allele (~50 counts) than in the WT (~250 counts, and within the region where contact frequency is dominated by genomic distance). Inversely, the interaction frequency between *Xite-Nap1L2* in the inverted allele (~250 counts) is ~5-fold higher than in the WT (~50 counts). The changes in interaction frequencies between these elements seem thus to reflect the changes in genomic distances for WT and inverted alleles. (A) Virtual 4C plots for the wild type (WT) and deletion alleles *Chic1-4kbD* and *Chic1-14kbD*. The interaction frequency between *Xite* and *Linx* is increased in the mutant alleles compared to WT.

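A virtual 4C profile from Xite was computed with the running median of the paper, on counts summed over the libraries of an allele and scaled to the library size as CPM, a scale that is not that of the counts in Fig. S1. At Tsx the profile was at 10.3 CPM on the 245 kb-INV allele, at 32.1 in Chic1-4 kbΔ and at 44.9 in Chic1-14 kbΔ, which was 3.73-fold lower in 245 kb-INV than the mean of the deletion alleles. In single libraries the values were 9.27 ± 0.107 (SD, n = 2 clones), 31.1 ± 3.72 (SD, n = 2) and 40.2 ± 7.52 (SD, n = 2). The value of summed libraries need not lie between those of single libraries, since the median of a sum is not the sum of the medians. With Xite reduced to the viewpoint fragment, the values moved most, to 15.5 in 245 kb-INV, 93.0 in Chic1-4 kbΔ and 92.8 in Chic1-14 kbΔ, and the difference became 5.99-fold.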

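At Nap1l2 the profile from Xite was at 60.1 CPM on the 245 kb-INV allele, at 7.36 in Chic1-4 kbΔ and at 7.78 in Chic1-14 kbΔ, which was 7.94-fold higher in 245 kb-INV than the mean of the deletion alleles. In single libraries the values were 55.5 ± 1.39 (SD, n = 2 clones), 7.11 ± 0.284 (SD, n = 2) and 9.07 ± 2.31 (SD, n = 2).

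**Figure D4:**
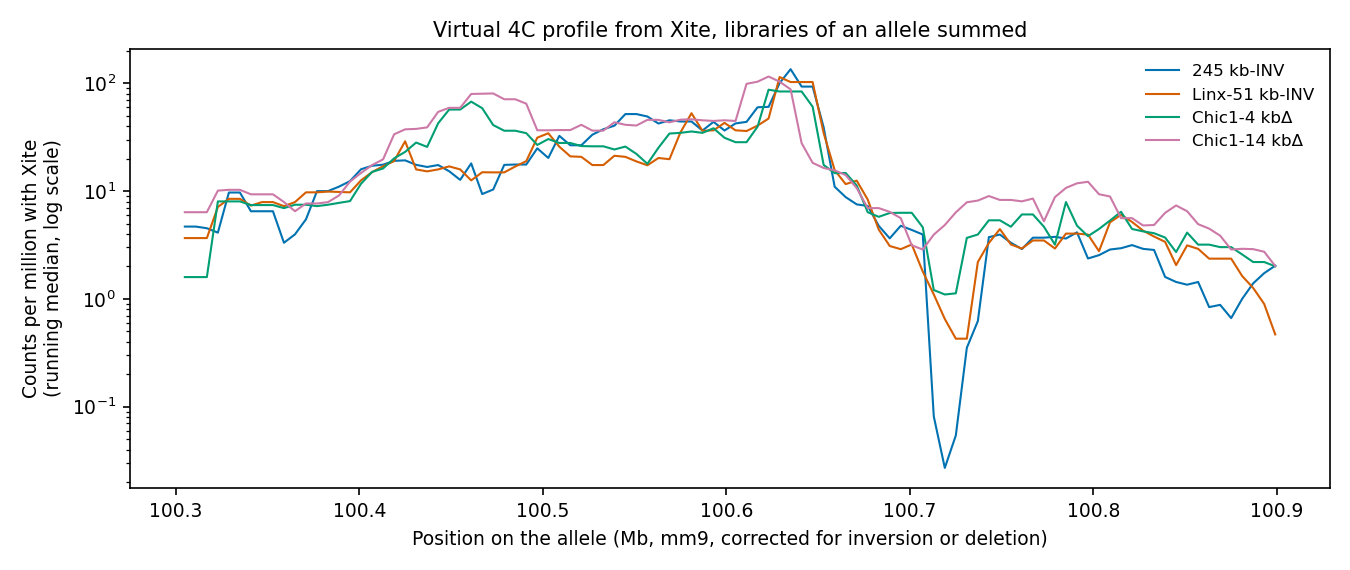
Virtual 4C profile from Xite for the 4 alleles, with CPM on a log axis against the position on the allele in Mb (mm9, corrected for the inversion or the deletion). Each line is the running median over the summed libraries of an allele, and values of 0 are not drawn.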

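At Linx the profile from Xite was at 41.5 CPM in Chic1-4 kbΔ and at 57.4 in Chic1-14 kbΔ, against 16.8 in Linx-51 kb-INV and 42.4 in 245 kb-INV, where Linx lies closer to Xite. In single libraries the values were 40.5 ± 4.53 (SD, n = 2 clones) in Chic1-4 kbΔ, 61.3 ± 6.40 (SD, n = 2 replicates) in Chic1-14 kbΔ and 17.0 ± 0.296 (SD, n = 2 clones) in Linx-51 kb-INV. The difference between either deletion allele and Linx-51 kb-INV was larger than this spread, but the Linx sites are inverted in that allele.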

Figure S2

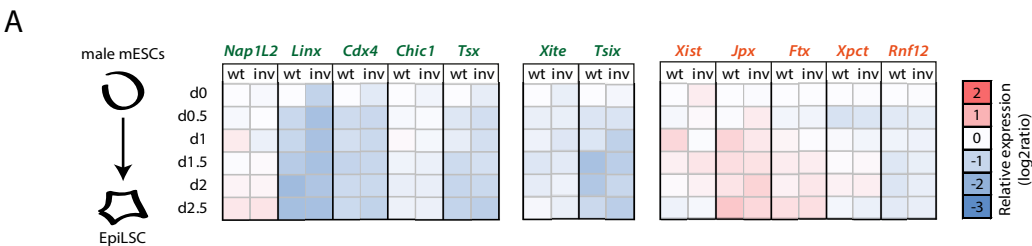

**Fig. S2.** (A) Heatmap representation of Nanostring nCounter analysis of wild-type (wt) and Linx-51kb-INV (inv) mESCs during differentiation. Data for each gene is normalised to wt-d0, and represents the average of two biological replicates (wt) or of two independent clones (inv).

How the deposited data were processed for this re-analysis (not part of the article)

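The 5C contacts of the Xic were analysed in 8 libraries from undifferentiated male mESCs, 2 for each of the alleles 245 kb-INV, Linx-51 kb-INV, Chic1-4 kbΔ and Chic1-14 kbΔ. The wild-type libraries were not analysed here. The authors trimmed single-end reads, aligned them with bowtie2 to an in silico reference of all pairs of forward and reverse primers with the pipeline 5C-Pro, and deposited the raw count of reads for each primer pair, with no molecular identifiers. These counts precede the steps that the paper describes next, namely the removal of inefficient primers, the pooling of replicates, the binning, the normalization for total reads and the filter on noisy pixels. The deposited primer positions are in mm9, and all 1039 X-chromosomal fragments were bounded by HindIII sites in the mm9 reference sequence used here. Gene positions were taken from a GENCODE annotation of the same build. Loci that the paper gives only in figures, among them the TADs and the Linx-51 kb and Chic1-4 kb intervals, were read from the figures by eye.

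Primers with a summed count over the 8 libraries below 0.1 or above 10 times the median of their type were left out, which kept 503 of 511 forward and 514 of 528 reverse primers. The paper's text does not list the primers it discarded. The expected count of a primer pair was taken from the distance decay of its library in 40 bins of distance. Positions were first corrected for the inversion or deletion. Fragments that overlap the interval deleted in Chic1-14 kbΔ were left out of the tested counts in every allele. Counts were summed over 14 region pairs, which cover the loci that the 5C results of the paper name and include control pairs further along the map, and over pairs of tiles of 100 kb with a mean count of at least 50, 1041 features in all. They were tested with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, with the log of the expected count as the offset. All libraries entered one fit, since 2 per allele are too few to estimate the spread on their own. Adjusted p-values are from the Benjamini-Hochberg method over the region pairs of a comparison, and the threshold was 0.05. The standard error of a log2 fold change was derived from it and its F statistic. Single primer pairs with a mean count of at least 10 were tested in the same way with library size as the offset. The text names the region pairs set before the data were examined and, of single primer pairs, only the one with the smallest p in each direction.

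Maps were binned with a running median over windows of 30 kb in steps of 6 kb. The insulation score used a square of 200 kb, because the paper's text does not state the parameters of its score. Groups of libraries were compared with two-sided exact permutation tests, which cannot reach 0.05 with these numbers of libraries. Virtual 4C profiles used the counts between the fragments of Xite and each window.

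The steps were tested on simulated counts. Of 200 features changed by 1 on the log2 scale, the edgeR test of region and tile pairs recovered 84.0%, with 8 false calls. DESeq2 1.42.0 recovered 86.0%, with 15. For single primer pairs changed by 3 on the log2 scale, edgeR recovered 21.5% and made 8 false calls, whereas DESeq2 recovered 34.5% and made 673. The counts of primer pairs from DESeq2 are therefore given only as an alternative. A simulated log2 change of -1 gave -1.02 for observed over expected counts, with the decay fitted without the changed pairs. It gave -0.77 for the insulation score with the running mean, a score that is relative to the mean of the map. The main values use a decay fitted on all retained pairs and the running median, so these settings were not simulated.

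Total counts ranged from 1614282 to 21046109, and in the shallowest library the median count of primer pairs with any count was 5. Its values are accordingly the least precise. The alternatives included library size in place of the distance decay, other primer filters, other definitions of the loci, reference coordinates, DESeq2, other squares and binning, and leaving out each library in turn. Primer pairs that join the X chromosome to the control region on chromosome 5 entered the comparison of contacts between alleles only as the background subtracted in an alternative.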

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

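All tests in this part were chosen after the result was seen. The primer pool also covers a control region on chromosome 5, and primer pairs that join it to the X chromosome, which the paper does not discuss, carried counts in every library. Their share of the total count reached 2.34% in the Linx-51 kb-INV clone 18-24. It lay between 1.18% and 2.34% in the 6 libraries of 245 kb-INV, Linx-51 kb-INV and Chic1-4 kbΔ, and was 0.278% and 0.130% in the Chic1-14 kbΔ replicates. Library size alone does not account for the difference: one Chic1-14 kbΔ replicate is the deepest library and still had 0.278%, and the other is the shallowest. A batch effect and an effect of the Chic1-14 kbΔ allele cannot be told apart, because the low values occur only in the Chic1-14 kbΔ libraries, whose batch is not known, and the lowest value elsewhere was 1.18%. Contacts between chromosomes may include ligation products of fragments that were not in contact, and no biological explanation was tested.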

How the results depend on the processing

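Alternatives were set before the data were examined, except where stated. The alternative that leaves out single outlier primer pairs was redefined after its output had been seen: its first form emptied sparse region pairs, and it now gives no value for a region pair in which the median count of a library is 0, so that 10 of the 14 region pairs remain. Chosen after seeing the data were the definitions of recurrent far primer pairs, the subtraction of the background between chromosomes, each Chic1 deletion alone as the comparison, the summing of libraries before the insulation score and the mean of single libraries for virtual 4C.

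The loss of contacts between Linx and the Xist-TAD in both inversions, against the deletion alleles, kept its direction and its side of the threshold under every alternative that gave a test. Leaving out single outlier primer pairs gave no value for this pair, and subtracting the background between chromosomes moved it to -1.01 for 245 kb-INV and -1.13 for Linx-51 kb-INV, without a test. With each library left out, it ranged from -0.94 to -0.89 for 245 kb-INV and from -0.98 to -0.89 for Linx-51 kb-INV. Between the inversions this pair was near 0 once distance was accounted for, although Linx as summed is only partly inverted in Linx-51 kb-INV. Its sign changed to -0.0173 with the decay fitted outside the TADs and to -0.0244 without the Linx-51 kb-INV clone 18-24, with a range of -0.0244 to 0.0580. Scaled to the library size alone it was higher in 245 kb-INV, at 3.30 ± 0.0081 CPM per primer pair (SD, n = 2) against 2.59 ± 0.038 (SD, n = 2).

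With library size in place of the distance decay, the region pairs past the threshold fell from 12 to 7 for Linx-51 kb-INV against the deletions, from 6 to 3 for Chic1-4 kbΔ and from 12 to 7 for Chic1-14 kbΔ against Linx-51 kb-INV, and from 8 to 2 between the deletions. With single outlier primer pairs left out they were 5 and 5 for 245 kb-INV and Linx-51 kb-INV against the deletions, 2 between the inversions, 2 and 6 for Chic1-4 kbΔ and Chic1-14 kbΔ against Linx-51 kb-INV, and 1 between the deletions; fewer region pairs were tested, and the biological coefficient of variation was 45.7% in place of 18.7%. Between the inversions the number went from 9 to 5 with the decay fitted outside the TADs, to 4 with the narrower Linx and Xite, and to 4 with the libraries of the contrast alone; the cause was not tested. With each library left out, it was 8 to 10 for 245 kb-INV and 10 to 12 for Linx-51 kb-INV against the deletions.

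Library size and reference coordinates ignore distances that the inversion changes. Under them Xite and Tsx were at -2.32 and -2.23, Xite and Nap1l2 at 2.99 and 2.97, Chic1 and Xite at -0.88 and -0.83 and Chic1 and the Xist-TAD at -0.22 and -0.17 (245 kb-INV against the deletions), Chic1 and Xite at -0.95 and -1.15, and Chic1 and the Xist-TAD at -0.28 and -0.38 (245 kb-INV against Linx-51 kb-INV). Library size put Chic1 and Xite of Chic1-4 kbΔ against Linx-51 kb-INV at 0.00138. With Xite as the viewpoint only, Xite and Nap1l2 were at 0.22, and Linx and Xite between the deletions at -0.41. The latter was -0.0421 without the Chic1-4 kbΔ clone 88-12 and -0.14 without the Chic1-14 kbΔ replicate B102, with a range of -0.14 to 0.34. Xite and the Xist-TAD in Linx-51 kb-INV went from 0.37 to -0.66 with outlier pairs left out; the cause was not tested.

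The control pair of the Xist-TAD and the next TAD depended on how recurrent far pairs were chosen. With pairs recurrent in at least 4 libraries left out it was 0.00379 for Chic1-14 kbΔ against Chic1-4 kbΔ and -0.00404 for Linx-51 kb-INV against the deletions, and with pairs recurrent in both libraries of any allele it was 0.0126 and -0.0124. With pairs recurrent in both Chic1-14 kbΔ libraries left out, it was -0.36 and 0.25. For 245 kb-INV against Chic1-4 kbΔ alone it was -0.13. Between the inversions it went from -0.20 to 0.0233 and 0.0325 with the first and second of these definitions, and against Chic1-14 kbΔ alone it was past the threshold for 245 kb-INV at 0.25. Contacts of Chic1 with the upstream region in 245 kb-INV were at -0.14 against Chic1-4 kbΔ alone, and Linx and Chic1 at -0.0296. Over all results for single region pairs, 26 reversed, 25 became weaker, 12 stronger and 6 moved; with a library left out, 3 reversed, 2 became stronger and 2 moved. The reversed values are all given in this part.

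Single primer pairs past the threshold went from 741 to 316, from 1341 to 795 and from 1743 to 1128 with a mean count of at least 50, which tests fewer pairs, and to 1893 and 2138 with DESeq2 for the inversions. DESeq2 called 937 lower and 1201 higher for Linx-51 kb-INV. With each library left out, the numbers were 538 to 830 for 245 kb-INV and 983 to 1491 for Linx-51 kb-INV; for the deletions this leaves 1 library, so no number is given. Without the Chic1-14 kbΔ replicate B102 the lower pairs went from 132 to 78 for 245 kb-INV and from 237 to 137 for Linx-51 kb-INV, and without the Chic1-4 kbΔ clone 88-12 to 85 for 245 kb-INV. With the libraries of the contrast alone, 437 were lower for Linx-51 kb-INV, and between the deletions 649 in place of 213 were higher. These 213 were 128 with TMM normalization, and the 132 were 86 with no filter on low counts. With a mean count of at least 50 there were 286 higher and 30 lower for 245 kb-INV, 727 and 68 for Linx-51 kb-INV, and 57 and 1071 between the deletions.

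The insulation difference of Linx-51 kb-INV reversed with the filter on noisy pixels applied to single libraries, to 0.99 against the deletions and 1.02 against Chic1-4 kbΔ. The filter left out 35.8% and 38.1% of the pixels in the Linx-51 kb-INV clones and between 1.34% and 36.6% in the deletion libraries, and 30.0% and 46.7% in the 245 kb-INV clones, of which RGE3 had a score of -1.35 and RGE4 no value, so no difference was computed for that allele; the cause of the reversal was not tested. The differences of Linx-51 kb-INV fell to -0.16 and -0.12 with a square of 100 kb and to -0.14 and -0.0708 with the running mean, in the same order. A square of 300 kb gave -0.90 and -0.80, and -1.05 for 245 kb-INV against the deletions. With libraries summed they were -0.33 and -0.22, and with the filter as well the latter was -0.29. Across fits that each left out a library they ranged from -0.96 to -0.42 for 245 kb-INV and from -0.63 to -0.48 for Linx-51 kb-INV against the deletions, from -0.40 to 0.14 between the inversions, and from -0.55 to -0.36 for Linx-51 kb-INV against Chic1-4 kbΔ. The value of 0.14 is without clone RGE4.

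Virtual 4C values (CPM) moved with the running mean to 10.9 at Tsx and 71.7 at Nap1l2 in 245 kb-INV, 44.2, 8.96 and 47.4 at Tsx, Nap1l2 and Linx in Chic1-4 kbΔ, 10.4 at Nap1l2 in Chic1-14 kbΔ and 19.4 at Linx in Linx-51 kb-INV. With the viewpoint fragment alone they were 15.5 and 93.2 in 245 kb-INV, 93.0, 8.46 and 78.9 in Chic1-4 kbΔ, 92.8 at Tsx and 70.9 at Linx in Chic1-14 kbΔ, and 27.6 in Linx-51 kb-INV. Nap1l2 in 245 kb-INV was at 51.6 without the primer filter. The mean of single libraries was 9.27 at Tsx and 55.5 at Nap1l2 in 245 kb-INV. Single libraries gave 9.19 to 9.35 and 54.5 to 56.5 in 245 kb-INV, 28.5 to 33.8, 6.91 to 7.32 and 37.3 to 43.7 in Chic1-4 kbΔ, 34.9 to 45.5, 7.44 to 10.7 and 56.8 to 65.8 in Chic1-14 kbΔ, and 16.8 to 17.2 in Linx-51 kb-INV.

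For the 5 region pairs plotted by allele (Linx with Chic1, Xite, the upstream region and the Xist-TAD, and Chic1 with Xite), 18 of the log2 ratios of observed to expected counts moved by more than the spread of 2 libraries, 22 did not, and none of these changed sign. Without the primer filter Linx and Chic1 were at 1.52, 0.73, 1.54 and 0.95 in 245 kb-INV, Linx-51 kb-INV, Chic1-4 kbΔ and Chic1-14 kbΔ, Linx and Xite at 1.78 in Linx-51 kb-INV, Chic1 and Xite at 1.49 in Linx-51 kb-INV and 1.37 in Chic1-4 kbΔ, Linx and the upstream region at 0.55 in 245 kb-INV and -0.58 in Chic1-4 kbΔ, and Linx and the Xist-TAD at -0.46 in 245 kb-INV. With the decay fitted outside the TADs, Linx and the upstream region were at 0.54 in 245 kb-INV and -0.59 in Chic1-4 kbΔ, Linx and the Xist-TAD at -0.56 in 245 kb-INV and 0.48 in Chic1-14 kbΔ, Chic1 and Xite at 1.72, 1.58 and 1.02 in Linx-51 kb-INV, Chic1-4 kbΔ and Chic1-14 kbΔ, and Linx and Chic1 at 1.08 in Chic1-14 kbΔ.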

Differences from the paper's values

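The comparisons here are with the Chic1 deletion alleles, whereas the paper's values are against the wild type, which was not analysed here. For the Xite and Nap1l2 contact, the fold in 245 kb-INV was 7.94 here, and the paper's value is 5. Of the alternatives set before the data were examined, the running mean (7.42), no primer filter (7.03), and leaving out either 245 kb-INV clone (7.46 and 7.20) or the Chic1-14 kbΔ replicate B101 (6.66) brought the values within 1.5 times of each other. The viewpoint fragment alone (11.9) and leaving out either Chic1-4 kbΔ clone (8.18 and 7.96) or the replicate B102 (8.13) did not. The mean of the single libraries, chosen after seeing the values, gave 6.86.

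The insulation score of 245 kb-INV at the Tsix-TAD/Xist-TAD boundary was -1.69 here, against the paper's about -1.3 in Fig. 2D, read by eye. The gap counted as closed where it was smaller than the spread (SD) between the clones in that setting. A setting with a single value was judged by the main spread of 0.38. Of the alternatives set before the data were examined, leaving out clone RGE4 (-1.42) closed the gap. Squares of 100 kb (-1.77) and 300 kb (-1.91), the running mean (-1.12), no primer filter (-1.73) and leaving out clone RGE3 (-1.96) did not. The running mean was judged more strictly, as its spread was 0.097. With the filter on noisy pixels in single libraries, clone RGE3 was at -1.35, near the paper's value, and clone RGE4 had no value. Libraries summed before binning gave -1.37, or -1.53 with the filter on noisy pixels, and were chosen after seeing the values; the paper's methods describe summed replicates and this filter.

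The score of Linx-51 kb-INV was -1.56 here, against the paper's about -0.9 in Fig. 5D, read by eye. The running mean gave -0.92, which differs by less than can be read from the figure, although by more than the spread of 0.010 between the clones. The squares (-1.64 and -1.75), no primer filter (-1.58), the filter on noisy pixels in single libraries (0.03) and leaving out either clone (-1.63 and -1.49) did not reach it, nor did summed libraries, with (-1.32) or without (-1.19) that filter, which were chosen after seeing the values.

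The paper states that Xite contacts elements of the Xist-TAD less in Linx-51 kb-INV than in the wild type, whereas against the deletion alleles they were higher by 0.37 on the log2 scale here, and lower with single outlier primer pairs left out (-0.66, not past the threshold). The paper states that insulation rose less in Linx-51 kb-INV than in 245 kb-INV. The scores of single libraries were not distinguishable here (difference -0.13), and the order of their means was that of the paper, also with the running mean (-0.92 against -1.12, the alternative with the largest difference of those set before the data were examined that keep all libraries), and in summed libraries with (-1.32 against -1.53) or without (-1.19 against -1.37) the filter on noisy pixels, which were chosen after seeing the values. Without clone RGE4 the order was the opposite. The paper states that contacts between Chic1 and Xite fell in Chic1-4 kbΔ. It describes the changes in this allele as close to the noise of the map. Values of Chic1 here leave out the fragments of its CTCF sites, so they do not test contacts of the cluster itself. Against Linx-51 kb-INV, contacts of Chic1 with Xite were not distinguishable here (-0.12) under any alternative that gave a test. In a comparison with 245 kb-INV, chosen after seeing the values, they were lower in Chic1-4 kbΔ, which is the direction of the paper (0.53 for 245 kb-INV against Chic1-4 kbΔ). Scaled to the library size alone, which ignores that the inversion changes the distance, the order was the opposite. The values were then 24.4 CPM per primer pair in 245 kb-INV and 47.1 in Chic1-4 kbΔ. The paper states that contacts between Chic1 and Linx fell in Chic1-4 kbΔ too. Here they were not distinguishable from those of 245 kb-INV (-0.03) and were higher than those of Linx-51 kb-INV (0.81), whose Linx sites are inverted. The paper states that rearrangements were stronger in Chic1-14 kbΔ than in Chic1-4 kbΔ. Here Linx and Chic1 (-0.60) and Chic1 and Xite (-0.54) were lower in Chic1-14 kbΔ, which is the direction of the paper. Neither difference passed the threshold with library size as the reference (-0.25 and -0.13), and Chic1 and Xite did not with single outlier primer pairs left out (adjusted p = 0.0911) or with Xite as the viewpoint fragment (adjusted p = 0.0604). For Linx and Xite the alleles were not distinguishable (0.12), nor were they under any alternative that gave a test.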

Other observations

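All tests in this part were chosen after the result was seen. A set of 830 primer pairs more than 300 kb apart had over 20 times the expected count in at least 4 of the 8 libraries. They held 9.57% to 17.2% of the X-chromosomal count in the 6 libraries of 245 kb-INV, Linx-51 kb-INV and Chic1-4 kbΔ, but 2.32% and 1.57% in the Chic1-14 kbΔ replicates. This definition favors the 6 libraries, which can meet it without Chic1-14 kbΔ. A set chosen only on both Chic1-14 kbΔ libraries (191 pairs) still held at least 4.84% in each of the other 6, against 1.92% and 1.42% in Chic1-14 kbΔ. Repeated sequence in the primers, as a candidate explanation, predicts like shares in libraries made with the same primers, which this value excludes as the whole cause. Library size is excluded by the deepest library, a Chic1-14 kbΔ replicate, at 2.32%. A batch and the allele itself cannot be told apart, since the batch of the Chic1-14 kbΔ libraries is not known.

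The recurrent pairs are also a candidate explanation for the lower contacts between the Xist-TAD and the next TAD in Chic1-14 kbΔ, a control pair. The test does not decide it. Against Chic1-4 kbΔ the log2 fold change was 0.0126 with pairs recurrent in both libraries of any allele left out, but -0.36 with those recurrent in both Chic1-14 kbΔ libraries left out, so the choice of pairs sets the outcome.

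For the loss of contacts between Linx and the Xist-TAD in the inversions, the recurrent pairs are excluded as the whole cause by their size, since they held at most 3.37% of these counts in a deletion library. A background independent of distance was measured as the mean count of primer pairs between the chromosomes, in percent of the mean count on the X chromosome. Subtracting it decides nothing, because it was 16.0% and 24.1% in Linx-51 kb-INV and at most 17.8% in the deletion libraries, so that subtraction could only deepen the loss. As the whole cause it is excluded for Linx-51 kb-INV by the difference of 0.78 from Chic1-4 kbΔ, whose background of 15.6% and 17.8% overlaps. For 245 kb-INV, with 13.7% and 12.0%, a background would predict opposite directions against Chic1-4 kbΔ and against Chic1-14 kbΔ, with 2.82% and 1.32%, but the log2 fold changes were -0.76 and -1.07. For Linx-51 kb-INV, the same difference of 0.78 argues against a library batch as the whole cause only if the shared prefix marks a batch. The labels do not state this. For 245 kb-INV (-0.92), batch and allele cannot be told apart, since no other allele shares its prefixes. The inversion of the Linx CTCF sites, the explanation that the paper proposes, remains open as a hypothesis.

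The fragment deleted in Chic1-4 kbΔ kept counts in that allele. Wild-type cells among the mutant cells, as a candidate explanation, predict the distance profile of the intact fragment, which the share of 70.8% beyond 1 Mb excludes as the whole cause. For a background independent of distance the test was not decisive. Counts beyond 1 Mb were 371 ± 145 CPM (SD, n = 2 clones) in Linx-51 kb-INV and 221 ± 34.4 (SD, n = 2) in Chic1-4 kbΔ, a ratio of 1.68, whereas those within 1 Mb were 1811 ± 159 (SD, n = 2) and 90.0 ± 9.01 (SD, n = 2). The ratio to Linx-51 kb-INV, the allele under the same prefix, lies above the limit of 1.5 set for this explanation, whereas the ratio to 245 kb-INV, which also keeps the fragment (264 ± 28.1 beyond 1 Mb, SD, n = 2), was 1.20 and lies below it. The counts beyond 1 Mb did not fall as far as those within it.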
